# Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells

**DOI:** 10.1371/journal.pone.0105823

**Published:** 2014-08-26

**Authors:** Koji Miyamoto, Takashi Matsumoto, Atsushi Okada, Kohei Komiyama, Tetsuya Chujo, Hirofumi Yoshikawa, Hideaki Nojiri, Hisakazu Yamane, Kazunori Okada

## Abstract

Phytoalexins are specialised antimicrobial metabolites that are produced by plants in response to pathogen attack. Momilactones and phytocassanes are the major diterpenoid phytoalexins in rice and are synthesised from geranylgeranyl diphosphate, which is derived from the methylerythritol phosphate (MEP) pathway. The hyperaccumulation of momilactones and phytocassanes due to the hyperinductive expression of the relevant biosynthetic genes and the MEP pathway gene *OsDXS3* in OsTGAP1-overexpressing (OsTGAP1ox) rice cells has previously been shown to be stimulated by the chitin oligosaccharide elicitor. In this study, to clarify the mechanisms of the elicitor-stimulated coordinated hyperinduction of these phytoalexin biosynthetic genes in OsTGAP1ox cells, transcriptome analysis and chromatin immunoprecipitation with next-generation sequencing were performed, resulting in the identification of 122 OsTGAP1 target genes. Transcriptome analysis revealed that nearly all of the momilactone and phytocassane biosynthetic genes, which are clustered on chromosomes 4 and 2, respectively, and the MEP pathway genes were hyperinductively expressed in the elicitor-stimulated OsTGAP1ox cells. Unexpectedly, none of the clustered genes was included among the OsTGAP1 target genes, suggesting that OsTGAP1 did not directly regulate the expression of these biosynthetic genes through binding to each promoter region. Interestingly, however, several OsTGAP1-binding regions were found in the intergenic regions among and near the cluster regions. Concerning the MEP pathway genes, only *OsDXS3*, which encodes a key enzyme of the MEP pathway, possessed an OsTGAP1-binding region in its upstream region. A subsequent transactivation assay further confirmed the direct regulation of *OsDXS3* expression by OsTGAP1, but other MEP pathway genes were not included among the OsTGAP1 target genes. Collectively, these results suggest that OsTGAP1 participates in the enhanced accumulation of diterpenoid phytoalexins, primarily through mechanisms other than the direct transcriptional regulation of the genes involved in the biosynthetic pathway of these phytoalexins.

## Introduction

Phytoalexins are specialised antimicrobial metabolites that are produced by plants in response to pathogen attack [1]. In rice, momilactones and phytocassanes are recognised as the major diterpenoid phytoalexins [2]–[5].

In plants, isopentenyl diphosphate and dimethylallyl diphosphate, which are the basic C5 precursors for terpenoid biosynthesis, are produced by two distinct pathways: the mevalonate pathway and methylerythritol phosphate (MEP) pathway [6]. In suspension-cultured rice cells, the MEP pathway genes exhibit elicitor-induced expression, and the MEP pathway is required for the production of sufficient amounts of diterpenoid phytoalexins [7]. However, the transcriptional regulatory mechanisms of the MEP pathway genes remain unknown.

In the biosynthesis of diterpenoid phytoalexins, the common precursor geranylgeranyl diphosphate is sequentially cyclised by OsCPS2, OsCPS4, OsKSL7, and OsKSL4 into two distinct diterpene hydrocarbons: *ent*-cassa-12,15-diene and 9βH-pimara-7,15-diene [8]–[10]. For momilactone biosynthesis, two P450 monooxygenases (CYP99A2 and CYP99A3) and a dehydrogenase (OsMAS) are involved in the downstream oxidation of 9βH-pimara-7,15-diene [11], [12]. For phytocassane biosynthesis, four P450 monooxygenases (CYP71Z7, CYP76M7, CYP76M8, and CYP701A8/OsKOL4) are involved in the oxidation of *ent*-cassa-12,15-diene [13]–[16]. The momilactone and phytocassane biosynthetic genes are localized in narrow regions of chromosomes 4 and 2, respectively, creating functional gene clusters [11], [13]. These biosynthetic genes exhibit the temporally coordinated expression of mRNAs after treatment with a biotic elicitor in suspension-cultured rice cells [7], [11].

The basic leucine zipper (bZIP) transcription factor OsTGAP1 has been shown to be involved in the regulation of the production of momilactones and phytocassanes. OsTGAP1-overexpressing (OsTGAP1ox) rice cells exhibit the hyperaccumulation of momilactones and phytocassanes as well as the enhanced expression of all momilactone biosynthetic genes, the phytocassane biosynthetic gene *OsKSL7*, and the MEP pathway gene *OsDXS3*, upon treatment with an elicitor [17]. However, the details of the regulation of these genes by OsTGAP1 remain unknown.

In *Arabidopsis thaliana*, 75 members of the bZIP transcription factor family have been identified and classified into ten groups (group A–I and S) based on sequence similarity among their basic regions and the presence of additional conserved motifs [18]. TGA factors (AtTGA1–7), which belong to the group D bZIP transcription factors, regulate pathogenesis-related genes such as *PR-1* through binding to the TGACG-motif (*as-1*-like element, TGACG[T/G]) on the promoter region and mediate salicylic acid–induced defence responses [19]. The transcriptional regulatory mechanism of *PR-1* has been well studied [20]. However, knowledge regarding the genome-wide binding regions of these TGA factors is limited; only AtTGA2 binding regions have been identified by chromatin immunoprecipitation (ChIP) with tiling arrays containing probes representing the 2-kbp upstream regions of *Arabidopsis* genes [21]. In rice, 89 members of the bZIP transcription factor family have been identified, among which 14 share conserved motifs with the *Arabidopsis* group D bZIP transcription factors [22]. However, the biological functions of only four TGA factors, including OsTGAP1, have been determined. Three TGA factors in rice, viz. rTGA2.1, rTGA2.2, and rTGA2.3, are involved in the regulation of defence responses against *Magnaporthe oryzae* and the rice bacterial blight *Xanthomonas oryzae* pv. *oryzae* [23]–[26]. However, the target genes of these three TGA factors remain unknown.

In the present study, transcriptome analysis and ChIP analysis with next-generation sequencing (ChIP-seq) using untreated and elicitor-treated OsTGAP1ox cells were performed, resulting in the identification of OsTGAP1 target genes. Interestingly, the clustered diterpenoid phytoalexin biosynthetic genes were not included among the OsTGAP1 target genes. However, it should be noted that several OsTGAP1-binding regions were found in the intergenic regions among and near the cluster regions. Concerning the MEP pathway genes, it was found that only *OsDXS3* possessed an OsTGAP1-binding region in its upstream region and that OsTGAP1 directly regulated *OsDXS3* expression, while other MEP pathway genes were not included among the OsTGAP1 target genes. Possible mechanisms by which OsTGAP1 may regulate the production of diterpenoid phytoalexins are also discussed.

## Materials and Methods

### Plants, chemical treatment, and rice transformation

*Oryza sativa* L. ‘Nipponbare’ was used as the wild-type strain. Suspension-cultured rice cells were maintained as described in a previous paper [8]. *N*-acetylchitooctaose was prepared and used to treat the rice cells as a chitin oligosaccharide elicitor, as described previously [17], [27]. Rice transformation was performed as described previously [17].

### Plasmid construction

The *Zea mays* polyubiquitin promoter was amplified by PCR using the primers UBQp attB4 F and UBQp attB1 R from pANDA [28] and cloned into pDONRP4-P1R (Invitrogen, CA, USA), resulting in pDONR-UBQp. The polyubiquitin promoter and OsTGAP1 open reading frame (ORF) were then cloned into R4pGWB501 [29] from pDONR-UBQp and pENTR-TGA [17] using LR Clonase II Plus Enzyme mix (Invitrogen). The resulting plasmid was designated as R4pGWB-UBQp-TGA and used for rice transformation.

The 2-kbp upstream region of *OsDXS3* was amplified by PCR using the primers DXS3p 2k F and DXS3p R and cloned into the *Kpn*I and *Hin*dIII sites of the pGL3-Basic vector (Promega, WI, USA), resulting in pGL3-DXS3p-2k. Next, three mutated constructs were generated: one of the two TGACGT sequences was mutated in m1 and m2, while both TGACGT sequences were mutated in m3. The TGACGT sequences in the *OsDXS3* promoter were mutated by PCR using the following primer pairs: DXS3p-m1-F and DXS3p-m1-R, DXS3p-m2-F and DXS3p-m2-R, and DXS3p-m3-F and DXS3p-m3-R. Each mutated *OsDXS3* promoter was then amplified by PCR using the primers DXS3p 2k F and DXS3p R. The amplified DNA fragments were cloned into the *Kpn*I and *Hin*dIII sites of the pGL3-Basic vector and then sequenced, resulting in pGL3-DXS3p-2k-m1, pGL3-DXS3p-2k-m2, and pGL3-DXS3p-2k-m3.

Fragments of the *OsDXS3* promoter (250 bp and 240 bp) were amplified by PCR using the primers DXS3p 250 F, DXS3p 240 F, and DXS3p R from pGL3-DXS3p-2k. A 250-bp fragment of the *OsDXS3* promoter with mutated TGACGT sequences was also amplified by PCR using the primers DXS3p 250 m1 F, DXS3p 250 m2 F, DXS3p 250 m3 F, and DXS3p R. These amplified DNA fragments were cloned into the *Bgl*II and *Hin*dIII sites of the pGL3-Basic vector and sequenced. The resulting plasmids were designated as pGL3-DXS3p-250, pGL3-DXS3p-240, pGL3-DXS3p-250-m1, pGL3-DXS3p-250-m2, and pGL3-DXS3p-250-m3.

The OsTGAP1 ORF was cloned into pUbi_RfA_Tnos [30] from pENTR-TGA using LR Clonase II Enzyme mix (Invitrogen). The resultant plasmid was designated pUbi_TGA_Tnos and used as the effector plasmid.

A summary of the plasmids used in this study is provided in Table S1, and the sequences of PCR primers used for plasmid construction are provided in Table S2.

### Antibody generation and purification

An OsTGAP1-specific antibody was generated by immunizing rabbits with the keyhole limpet hemocyanin-coupled synthetic peptide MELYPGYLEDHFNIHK corresponding to the N-terminal peptide sequence (residues 1–16) of OsTGAP1. Cys residues were added to the N-terminus of the peptides to ensure efficient coupling to the keyhole limpet hemocyanin carrier protein. The OsTGAP1-specific antibody was further purified using an antigen affinity column.

### Nuclear extraction

Rice cells (approximately 3 g) were ground and suspended in 30 ml of 70% glycerol buffer (20 mM Hepes/NaOH, pH 7.4, 5 mM MgCl_2_, 5 mM KCl, 50 mM saccharose, 70% [v/v] glycerol, 1 mM DTT, and 200 mM phenylmethylsulfonyl fluoride) and incubated for 20 min at 4°C under mild shaking. After the filtration of the slurry through a quadrilayer of Miracloth (Merck, UK), the nuclei were collected by centrifugation (4,000×*g*, 60 min, 4°C) and washed in 10% glycerol buffer (20 mM Hepes/NaOH, pH 7.4, 5 mM MgCl_2_, 5 mM KCl, 50 mM saccharose, 10% [v/v] glycerol, 1 mM DTT, and 200 mM phenylmethylsulfonyl fluoride) by gentle resuspension followed by centrifugation (4,000×*g*, 20 min, 4°C). The nuclei were resuspended in 500 µl of TE buffer (pH 8.0) and sonicated for 1 min with a Sonifier 250D (Branson, CT, USA) at output setting 1 with a pulse of 1 s and duty cycle of 50%. The sonicated nuclei were cleared by centrifugation (20,000×*g*, 15 min, 4°C) followed by ultracentrifugation (100,000×*g*, 60 min, 4°C). The supernatant was then subjected to immunoprecipitation (IP). For protein gel blot analysis, acetone precipitation (95% [v/v] acetone, −20°C, overnight) was performed. The precipitated protein was suspended in Laemmli SDS sample buffer and boiled.

### Conjugation of IgG to Dynabeads Protein G

Conjugation of the anti-OsTGAP1 antibody or normal rabbit IgG to Dynabeads Protein G (Invitrogen) was performed using bis[sulfosuccinimidyl] suberate (Thermo Fisher, MA, USA) as the cross-linking reagent according to the manufacturer’s protocol.

### Immunoprecipitation

NaCl and NP-40 were added to the nuclear protein at final concentrations of 100 mM and 0.4% (v/v), respectively. Next, 50 µl of Dynabeads Protein G washed with IP buffer (10 mM Tris-HCl [pH 8.0], 1 mM EDTA, 100 mM NaCl, 0.4% [v/v] NP-40) was added to the nuclear protein. After incubation at 4°C for 60 min with rotation, the Dynabeads Protein G was removed. A small portion of precleared nuclear protein was collected as an ‘Input’ control. The ‘Input’ control was mixed with Laemmli SDS sample buffer and boiled. The precleared nuclear protein was divided into two aliquots. Dynabeads Protein G cross-linked normal IgG was added to one sample, and Dynabeads Protein G cross-linked anti-OsTGAP1 antibody was added to the other sample. After overnight incubation at 4°C with rotation, the Dynabeads Protein G was collected, and a flow-through sample was then harvested. The Dynabeads Protein G was washed five times in 1 ml of IP buffer and resuspended in 20 µl of 0.2 M glycine-HCl (pH 2.5). After incubation at room temperature for 5 min, the eluted protein was collected. This elution step was performed twice. The eluted protein was neutralized by adding 5 µl of 1 M Tris (pH 11). The resulting sample was then subjected to acetone precipitation. The precipitated protein was suspended in Laemmli SDS sample buffer and boiled.

### Protein gel blot analysis

The boiled samples were subjected to SDS-PAGE on 8% (w/v) polyacrylamide gels and then transferred to Amersham Hybond ECL Nitrocellulose Membranes (GE Healthcare, UK). OsTGAP1 was detected using the anti-OsTGAP1 antibody (dilution 1∶2,500 [v/v]) as the primary antibody and the ECL anti-rabbit IgG horseradish peroxidase–linked species-specific whole antibody (dilution 1∶25,000 [v/v]) (GE Healthcare) as the secondary antibody. Chemiluminescent detection was conducted using the Immobilon Western Chemiluminescent HRP Substrate (Millipore, MA, USA).

### Formaldehyde fixation

Formaldehyde was added to the liquid medium of cultured rice cells at a final concentration of 1% (v/v). After incubation at 25°C for 7 min, 1 M glycine was added to a final concentration of 100 mM to stop fixation. After incubation at 25°C for 5 min, the rice cells were collected by filtration using a Buechner funnel and then flash-frozen in liquid N_2_.

### Chromatin immunoprecipitation

Formaldehyde cross-linked nuclei were extracted from fixed OsTGAP1ox rice cells (6 g) as described in the ‘Nuclear extraction’ section above. After the nuclei were resuspended in 500 µl of TE buffer (pH 8.0), their chromatin was sheared by repetitive sonication with a Bioruptor UCW-201 (Tosho Denki, Japan; power 5, ON time 30 s, OFF time 60 s, 30 cycles). The sonicated chromatin was cleared by centrifugation (20,000×*g*, 15 min, 4°C) followed by ultracentrifugation (100,000×*g*, 60 min, 4°C). NaCl and NP-40 were then added at final concentrations of 100 mM and 0.4% (v/v), respectively, and IP buffer was added to the sonicated chromatin to a final volume of 2.5 ml. Then, 250 µl of Dynabeads Protein G washed with IP buffer was added to the sonicated chromatin. After incubation at 4°C for 60 min with rotation, the Dynabeads Protein G was removed, and 500 µl of precleared sample was collected as an ‘Input’ control. The precleared nuclear protein was then divided into two aliquots. Rabbit normal IgG (2.5 µg) was added to one sample, and 2.5 µg of the anti-OsTGAP1 antibody was added to the other. After overnight incubation at 4°C with rotation, 25 µl of Dynabeads Protein G washed with IP buffer was added. After incubation at 4°C for 60 min with rotation, the Dynabeads Protein G was washed seven times in 10 ml of IP buffer. After the wash, the Dynabeads Protein G was resuspended in 500 µl of TE buffer (pH 8.0), and 20 µl of 5 M NaCl were added. The Dynabeads Protein G was then incubated at 65°C overnight. The ‘Input’ control was also amended with 10 µl of 5 M NaCl and incubated at 65°C overnight. The samples were treated with RNase and Proteinase K, followed by phenol-chloroform extraction and isopropanol precipitation. The precipitated DNA was then dissolved in TE buffer (pH 8.0).

### Next-generation sequencing

The construction of DNA libraries was performed using a Paired-End DNA Sample Prep Kit (Illumina, CA, USA) and a Multiplexing Sample Preparation Oligonucleotide Kit (Illumina) according to the manufacturer’s instructions. In this step, ∼350-bp fragments were collected from each sample using E-Gel SizeSelect 2% (Invitrogen). The constructed libraries were subsequently subjected to deep sequencing using a Genome Analyzer II (Illumina). These reads were mapped to the rice genome with the Burrows-Wheeler Aligner (BWA) software package [31] using the International Rice Genome Sequencing Project genome sequence (build 5) from the Rice Annotation Project Database (RAP-DB: http://rapdb.dna.affrc.go.jp) as the reference genome sequence. The OsTGAP1-binding regions in each sample were then detected using Partek Genomics Suite (ver. 6.5; http://www.partek.com/, Partek Software, MO, USA) according to the following thresholds: window size = 100, peak cut-off false discovery rate (FDR) <0.001, strand separation FDR<0.05, and significant enrichment in ChIP DNA compared to the ‘Input’ control (FDR<0.05). The sequence data were deposited in the DDBJ Sequence Read Archive (http://trace.ddbj.nig.ac.jp/dra/index.html; ID: DRA001274).

### DNA microarray analysis

Wild-type (WT) and OsTGAP1ox rice cells were treated with a chitin oligosaccharide elicitor. Total RNA was then isolated from a small portion of the rice cells using an RNeasy Plant Mini Kit (Qiagen, Germany) at 0, 6, and 24 h after the elicitor treatment and labelled with Cyanine 3 dye (Cy3) or Cyanine 5 dye (Cy5). Aliquots of Cy3-labelled cRNA and Cy5-labelled cRNA (825 ng each) were used for hybridization in a 60-mer rice oligo microarray with 44 k features (Agilent Technologies, CA, USA). Two series of microarray analyses were performed as follow. First, to investigate elicitor responsiveness, a time-course analysis of the elicitor treatment of WT cells was performed. The Cy3-labelled cRNA probe from the 0 h time point of the WT cells was used as a reference, and the Cy5-labelled cRNA probes from the 6 h and 24 h time point samples were compared against the 0 h reference. Second, comparison analysis was performed between the WT and OsTGAP1ox cells. The Cy3-labelled cRNA probes from the WT cells (0, 6, and 24 h after elicitor treatment) were used as references, and the Cy5-labelled cRNA probes from the OsTGAP1ox cells (0, 6, and 24 h after elicitor treatment) were compared against the references at each time point. The glass slides were scanned using a microarray scanner (G2565, Agilent), and the resulting output files were imported into Feature Extraction software (ver. 11; Agilent). These data were deposited into the Gene Expression Omnibus of the NCBI (http://www.ncbi.nlm.nih.gov/geo/; ID: GSE53414 and GSE53417). Statistical analyses were performed using Partek Genomics Suite. The expression levels of the OsTGAP1 target genes at each time point were calculated from fold changes relative to those of the WT cells 0 h after elicitor treatment, and the calculated data were imported into MultiExperiment Viewer (MeV v4.6, http://www.tm4.org/mev/) for cluster analysis. Hierarchical cluster analysis based on the average linkage and cosine correlation was used to cluster the genes on the *y*-axis using MeV.

### ChIP-PCR

Quantitative PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, CA, USA) on an ABI PRISM 7300 Real-Time PCR System (Applied Biosystems). The DNA amount was determined by generating standard curves using a series of known concentrations of the target sequence. The ratio of DNA present in the ChIP DNA to that in the ‘Input’ control was calculated. The primers DXS3p TGACGT F and DXS3p TGACGT R were used for the *OsDXS3* promoter region.

### Gel mobility shift assay (GMSA)

The DNA probe was amplified by PCR from pGL3-DXS3p-2k using the primers DXS3p TGACGT F and DXS3p TGACGT R. Mutated probes in the TGACGT sequence (m1, m2, and m3) were also amplified by PCR from pGL3-DXS3p-2k-m1, pGL3-DXS3p-2k-m2, and pGL3-DXS3p-2k-m3, respectively, using the same primers. These amplified probes were end-labelled with ^32^P by T4 polynucleotide kinase (Takara Bio, Japan). Recombinant N-terminal glutathione *S*-transferase (GST)-fused OsTGAP1 (GST-OsTGAP1) and GST protein were expressed in *E. coli* Rosetta 2 (DE3) harbouring pDEST15-TGA [17] or pGEX-6p2 (GE Healthcare) and purified using Glutathione Sepharose 4B (GE Healthcare). The reaction mixture comprised 20 mM Hepes (pH 7.6), 1 mM EDTA, 10 mM (NH_4_)_2_SO_4_, 1 mM DTT, 0.2% (v/v) Tween 20, 30 mM KCl, 0.5 pmol of recombinant GST or GST-OsTGAP1, and 0.05 pmol of the probe in a final volume of 20 µl. The above mixed samples were incubated for 20 min at room temperature, and then 5 µl of loading buffer (0.25×TBE buffer, 40% [w/v] glycerol, 0.2% [w/v] bromophenol blue) was added. The samples were separated on a 4% polyacrylamide gel in 0.5×TBE at room temperature, and the bands were visualized by autoradiography.

### Transactivation assay

pUbi_GUS_Tnos [30] and pUbi_OsTGAP1_Tnos, in which β-*glucuronidase* (*GUS*) and *OsTGAP1*, respectively, are under the control of the *polyubiquitin* promoter, were used as the effector plasmids. pGL3-DXS3p-2k, pGL3-DXS3p-250, pGL3-DXS3p-240, pGL3-DXS3p-250-m1, pGL3-DXS3p-250-m2, and pGL3-DXS3p-250-m3, in which the *OsDXS3* promoter was fused to the firefly luciferase (*FLUC*) gene, were used as the reporter plasmids. The plasmid pPTRL [32], which contains the *Renilla luciferase* (*RLUC*) gene under the control of the cauliflower mosaic virus (CaMV) *35S* promoter, was used as an internal control. Particle bombardment of rice cells was conducted as previously described [17]. In the cotransfection assays, 0.1 µg or 1 µg of the effector plasmid, 1.0 µg of the reporter plasmid, and 0.5 µg of pPTRL were used for each bombardment. Luciferase (LUC) assays were performed as previously described [17]. The ratio of LUC activity (FLUC/RLUC) was calculated to normalize the values after each assay.

## Results

### Genome-wide identification of *in vivo* OsTGAP1-binding regions

To locate *in vivo* OsTGAP1-binding regions, ChIP-seq analysis was performed. An antipeptide antibody directed against the N-terminal peptide sequence (residues 1–16) of OsTGAP1 was generated, as this sequence has high immunogenicity and low similarity to other proteins in rice. To assess the specificity of the generated anti-OsTGAP1 antibody, protein gel blot analysis of the nuclear extracts from the WT and OsTGAP1ox cells was performed. A single band (∼45 kD) was detected from the nuclear extract of the WT cells, and this band was strengthened in the nuclear extract of the OsTGAP1ox cells (Figure S1A). IP, using the anti-OsTGAP1 antibody, was also performed from the nuclear extracts of the WT cells. When rabbit normal IgG was used for IP, no bands were detected by protein gel blot analysis using the anti-OsTGAP1 antibody. In contrast, a single band thought to represent OsTGAP1 was detected after IP by the anti-OsTGAP1 antibody (Figure S1B). These results indicated that the anti-OsTGAP1 antibody generated in this study had sufficient specificity.

The OsTGAP1ox cells were treated with or without the chitin elicitor for 6 h and then collected for ChIP-seq analysis using the anti-OsTGAP1 antibody. Two biological replicates were performed for each sample. DNA libraries of ChIP DNA from the untreated and elicitor-treated samples were then generated. DNA libraries of the ‘Input’ controls were also generated from each sample. These libraries were then subjected to next-generation sequencing using a Genome Analyzer II (Illumina). A total of 4.5 to 10 million reads (100 bp per read) were obtained from each library. These reads were mapped to the rice genome by BWA [31]. OsTGAP1-binding regions were then detected in each sample. Two biologically independent ChIP-Seq experiments were compared, and the regions that showed enrichment in both datasets were identified as OsTGAP1-binding regions. The results identified 2,763 and 2,777 binding regions from the untreated and elicitor-treated samples, respectively (Table S3, Table S4). A comparison of the binding regions in the two conditions revealed that a common set of 2,003 regions (approximately 70%) were bound by OsTGAP1 both with and without elicitation.

Subsequent analysis revealed that among all of these OsTGAP1-binding regions, 32% (i.e. 880 and 901 regions) were assigned to the upstream regions of particular rice genes (within 2 kbp of the transcription start site) in the untreated and elicitor-treated conditions, respectively; moreover, 10% and 9% (i.e. 272 and 248 regions) were assigned to the gene regions of particular rice genes (from the transcription start site to the transcription termination site), and 18% and 16% (i.e. 491 and 452 regions) were assigned to the downstream regions of particular rice genes (within 2 kbp of the transcription termination site) in the untreated and elicitor-treated conditions, respectively. Intriguingly, the remaining 41% and 42% of the regions (i.e. 1,120 and 1,176) were assigned to the intergenic regions in the untreated and elicitor-treated conditions, respectively. This proportion is larger than those of the other plant transcription factors (HY5, PIL5, AGL15, and BZR1) whose genome-wide binding regions have previously been reported [33]–[36]. These results are summarized in Figure 1A. The locations of the OsTGAP1-binding regions assigned to the upstream or downstream regions of particular genes were significantly concentrated within 400-bp of the transcription start sites (Figure 1B). This distribution pattern implies that OsTGAP1-binding regions located within 400-bp of the transcription start sites has the significant role on the transcriptional regulation of downstream genes. Therefore, this study focussed on the genes that possessed an OsTGAP1-binding region within the 400-bp upstream region in either the untreated or elicitor-treated condition. A total of 693 genes were identified as potential OsTGAP1 target genes (Table S5).

**Figure 1:**
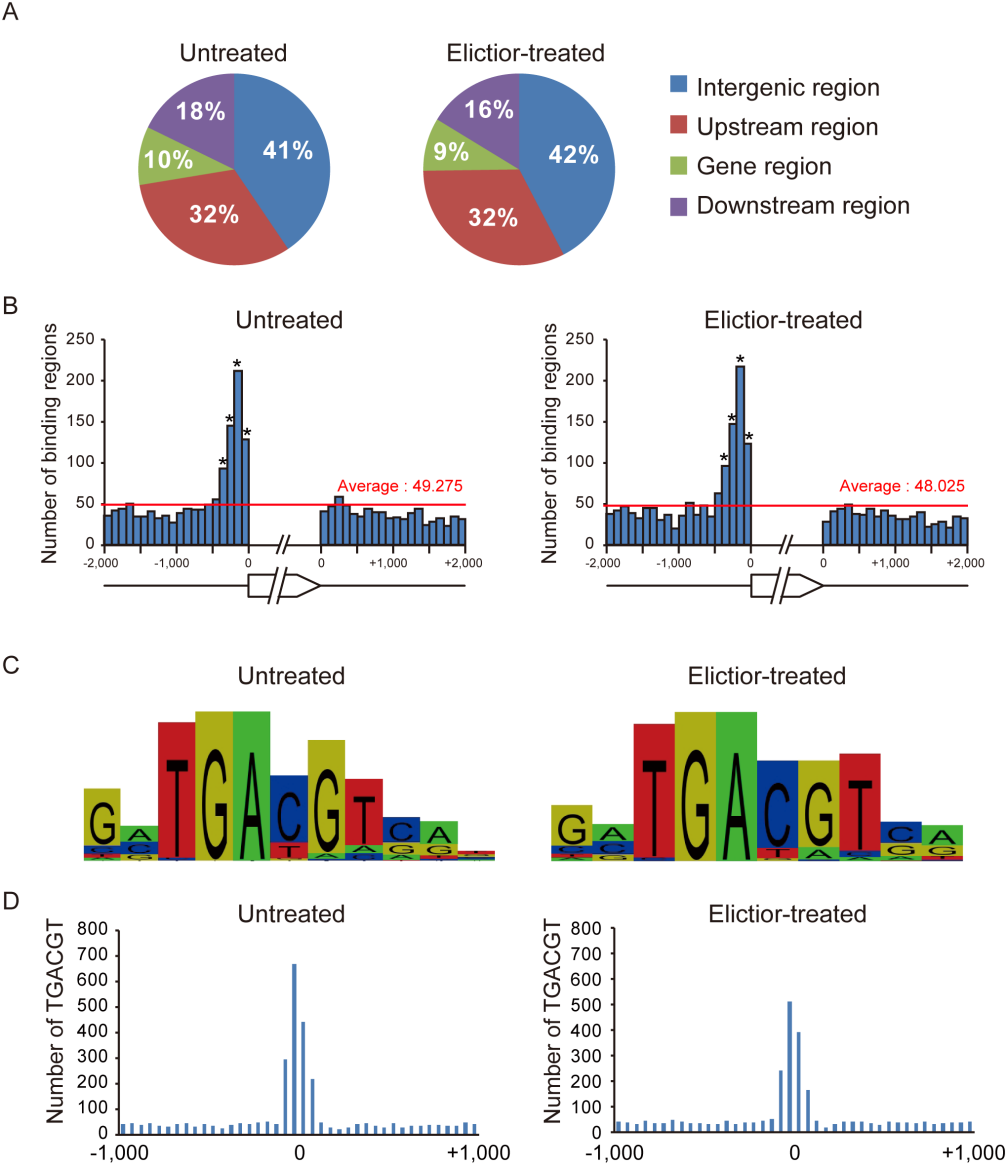
Overview of the results of ChIP-seq. (A) Distribution of OsTGAP1-binding regions in the rice genome. The upstream region includes the binding regions within 2 kbp of the transcription start site. The gene region includes the binding regions that are located between the transcription start site and the transcription termination site. The downstream region includes the binding regions within 2 kbp of the transcription termination site. The remaining binding regions were assigned to intergenic regions. (B) Distribution of OsTGAP1-binding regions in the upstream and downstream regions. Red lines indicate the average of number of OsTGAP1-binding regions. Statistical analysis was performed for each 100-bp region, and significantly enriched regions were indicated by asterisks (*P*<0.01 the binomial test and the Bonferroni correction). (C) Overrepresented motifs in the OsTGAP1-binding regions analysed in the untreated and elicitor-treated conditions using Partek Genomics Suite based on Gibbs motif sampler [37]. (D) Distribution of TGACGT sequences around the OsTGAP1-binding regions.

### Analysis of OsTGAP1-binding motifs

Overrepresented motifs in the OsTGAP1-binding regions were analysed using Partek Genomics Suite based on Gibbs motif sampler [37]. The TGACGT sequence was found in both the untreated and elicitor-treated condition (Figure 1C). These results are consistent with those of a previous report, which observed that OsTGAP1 binds to the TGACGT sequence *in* *vitro* [17]. We also analyzed whether TGACGT sequences are overrepresented in the OsTGAP1-binding regions compared to the rest of genome. As a result, TGACGT sequences are enriched approximately 8-fold in the OsTGAP1-binding regions compared to the rest of genome, although known binding motifs of other transcription factors were not enriched. (Figure S2). Furthermore, analysis of the distribution pattern of the TGACGT sequence around the OsTGAP1-binding regions (−1,000 to+1,000 bp of each predicted binding region) revealed that the occurrence of the TGACGT sequence peaks at the predicted OsTGAP1-binding regions in both the untreated and elicitor-treated condition (Figure 1D).

### Identification of OsTGAP1 target genes

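Rice suspension-cultured cells overexpressing OsTGAP1, a bZIP transcription factor, were compared with WT cells on 12 Agilent rice arrays carrying 2 dyes each. Total RNA was taken 0, 6 and 24 h after the addition of chitin oligosaccharide at 1 ppm, with 4 biological replicates for each time point. RNA of the WT cells was labelled with Cy3 and RNA of the OsTGAP1ox cells with Cy5 on every array, so that no array had the dyes exchanged and a dye bias of a probe is not separated from its ratio. The 4 arrays of a time point shared a slide, and slide and time point cannot be told apart. The authors deposited the scanner intensity of each spot in both channels, together with a log10 ratio of OsTGAP1ox over WT that the scanner software had corrected for background and dye. For the values given here, the mean spot intensities were corrected for background by the normexp method with an offset of 50 and normalized by loess within each array in limma. Each array held 45151 spots, of which 1417 control spots were left out, and the remainder measured 42477 probes. The 33426 probes that were well above background in the same channel on all 4 arrays of at least 1 time point were tested, and these covered 23122 rice loci. A probe's value is the log2 ratio of OsTGAP1ox to WT, averaged over the 4 replicates. The number of arrays limits the precision of every value.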

To identify the genes regulated by OsTGAP1, a genome-wide DNA microarray analysis was performed using the WT and OsTGAP1ox cells, and gene expression was compared between these cells at 0, 6, and 24 h after the chitin elicitor treatment. Four biological replicates were used for each time point. 

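Over all tested probes, the log2 ratios of arrays from the same time point had a Pearson correlation between 0.81 and 0.92, with a median of 0.88 over 18 pairs of arrays. Arrays from different time points correlated between 0.59 and 0.83, with a median of 0.73 over 48 pairs. These correlations are across probes, which are not independent replicates. The standard deviation of a probe's log2 ratio between the 4 replicates had a median of 0.10 at 0 h, 0.12 at 6 h and 0.10 at 24 h. On each array, between 28420 and 34264 spots were well above background in a given channel, no spot was saturated, and between 76 and 192 spots were left out as outliers.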

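A linear model with 1 coefficient for each time point was fitted to the log2 ratios of the 12 arrays, and a moderated F test over the 3 coefficients was adjusted by the Benjamini-Hochberg method. A gene was called when at least 1 of its probes had an adjusted p at or below 0.05 and a change of at least 2-fold at the time point. The F test alone was passed by 27318 probes, or 81.7% of those tested, and 23927 of them changed by less than 2-fold at all 3 time points, so that the fold threshold set the number of calls. The median log2 ratio over all tested probes lay at 0.0084 at 0 h, 0.0085 at 6 h and 0.0020 at 24 h.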

Statistical analysis was performed using ANOVA-FDR (*q* value≤0.05), and genes with changes in expression were identified as those that experienced a two-fold increase or decrease of expression level in the OsTGAP1ox cells at least one time point compared to the expression levels in the WT cells. 

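On the arrays, 865 genes were called up in the OsTGAP1ox cells at 0 h, 887 at 6 h and 652 at 24 h, which is 3.74%, 3.84% and 2.82% of the tested genes. With each array left out in turn, the numbers ranged from 826 to 906, from 850 to 930 and from 604 to 764. The threshold moved these counts most, since at 1.5-fold the calls rose to 1873, 2092 and 1556 genes. Where several probes of a gene were tested, they did not always pass the threshold together. At 0 h, 261 of the genes called up had several tested probes, and in 165 of them every probe was called.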

Based on this criterion, 1,352 genes, 1,539 genes, and 1,267 genes were upregulated in the OsTGAP1ox cells at 0, 6, and 24 h after the elicitor treatment, respectively. 

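In total, 1329 genes were called up at 1 or more time points. Of these, 377 were called at all 3 time points and 631 at a single time point. When the log10 ratios of the scanner software replaced the intensities, the number of genes called up rose to 2164, which included 1324 of the 1329 genes.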

By combining these three groups, 2,268 genes were identified that were upregulated in the OsTGAP1ox cells at least one time points (Figure S3A, Table S6). Conversely, 1,278 genes, 1,387 genes, and 1,624 genes were downregulated in the OsTGAP1ox cells at 0, 6, and 24 h after the elicitor treatment, respectively. 

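The numbers of genes called down were 632 at 0 h, 605 at 6 h and 814 at 24 h. Leaving out each array in turn gave ranges from 588 to 675, from 555 to 685 and from 777 to 907. No gene had a probe called up and another called down at the same time point.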

By combining these three groups, 2,276 genes were identified that were downregulated in the OsTGAP1ox cells at least one time points (Figure S3B, Table S7).

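At least 1 time point showed a decrease in 1204 genes, with 268 of them called down at all 3 time points and 625 at a single time point. There were 4 genes called up at a time point and down at another. The part of Table S6 read here lists 1996 probes, of which 1766 were tested, and 1121 of its loci were called up. For the 1996 probes read from Table S7, 1722 were tested and 1026 of the loci were called down. Between the paper's log2 folds in Table S6 and the log2 ratios measured here, the correlation across probes was 0.83 at 0 h, 0.77 at 6 h and 0.80 at 24 h, and for Table S7 it was 0.84, 0.80 and 0.76. A total of 230 probes of Table S6 and 274 of Table S7 were not well above background on all 4 arrays of any time point in either channel.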

To determine the OsTGAP1 target genes, the transcriptome data and ChIP-seq data were compared. 

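Of the 693 genes that Table S5 lists with a binding region in the upstream sequence, 604 had a probe on the array and 548 were tested. Among these bound genes, 63 were called up in the OsTGAP1ox cells, a share of 11.5% against 5.61% of the 22574 other tested genes. The odds ratio was 2.19 (Fisher's exact test, two-sided, p = 1.98e-07). By time point, 50 bound genes were called up at 0 h, 42 at 6 h and 27 at 24 h. The lower threshold of 1.5-fold gave 128 bound genes with an odds ratio of 2.15. Of the 86 genes in Table S8, 81 were tested and 60 were called up here. OsWRKY76, also listed in that table, was called only in the opposite direction, 20 genes were not called, and 3 bound genes called up here are not in the table.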

Among the 2,763 upregulated genes, 86 (3.1%) possessed OsTGAP1-binding regions in each 400-bp upstream region (Figure 2A, Table S8). Moreover, among the 2,777 downregulated genes, 36 (1.3%) possessed OsTGAP1-binding regions in each 400-bp upstream region (Figure 2B, Table S9). Therefore, these 122 genes were tentatively identified as OsTGAP1 target genes.

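The genes called down included 27 bound genes, which is 4.93% of the bound genes tested against 5.21% of the others, with an odds ratio of 0.94 (Fisher's exact test, two-sided, p = 0.846). With the log10 ratios of the scanner software, 34 bound genes were called down and the odds ratio was 0.66 (Fisher's exact test, p = 0.019). All 36 genes of Table S9 were tested, and 27 of them were called down, which are the same 27 genes.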

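Tables S8 and S9 together hold 120 distinct loci, since 2 loci are listed in both. Of these loci, 87 were called here in a listed direction, and 90 bound genes were called up or down in all. On each array, the median log2 ratio was taken over the tested genes of each table. For Table S8 the mean of these medians was 1.1 ± 0.07 (SD, n = 4) at 0 h, 0.89 ± 0.18 (SD, n = 4) at 6 h and 0.63 ± 0.21 (SD, n = 4) at 24 h. The genes of Table S9 gave -0.59 ± 0.21 (SD, n = 4), -0.94 ± 0.20 (SD, n = 4) and -1.11 ± 0.13 (SD, n = 4) at the same time points. The paper selected these genes on the same arrays, so that their ratios are not independent evidence. From the presence of a binding region in the upstream sequence and the changed expression, the paper tentatively identifies the genes of both tables as targets of OsTGAP1.

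**Figure D1:**
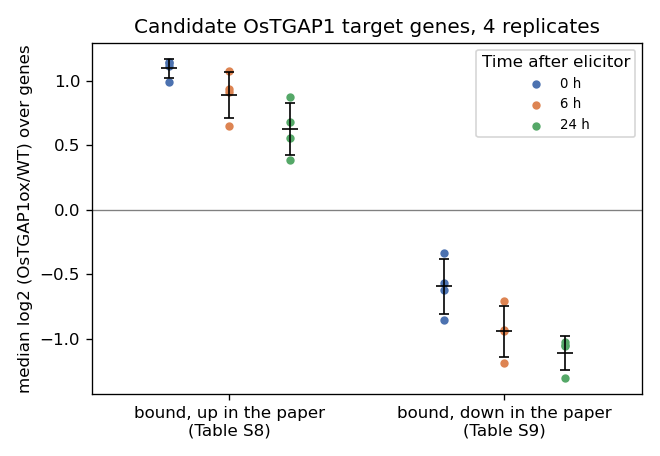
Median log2 ratio of OsTGAP1ox to WT over the tested genes of Table S8 and of Table S9, at 0, 6 and 24 h after the elicitor treatment. Each point is 1 array, and the bars give the mean and SD of 4 arrays; all points of Table S8 lie above 0 and all points of Table S9 below it.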

**Figure 2:**
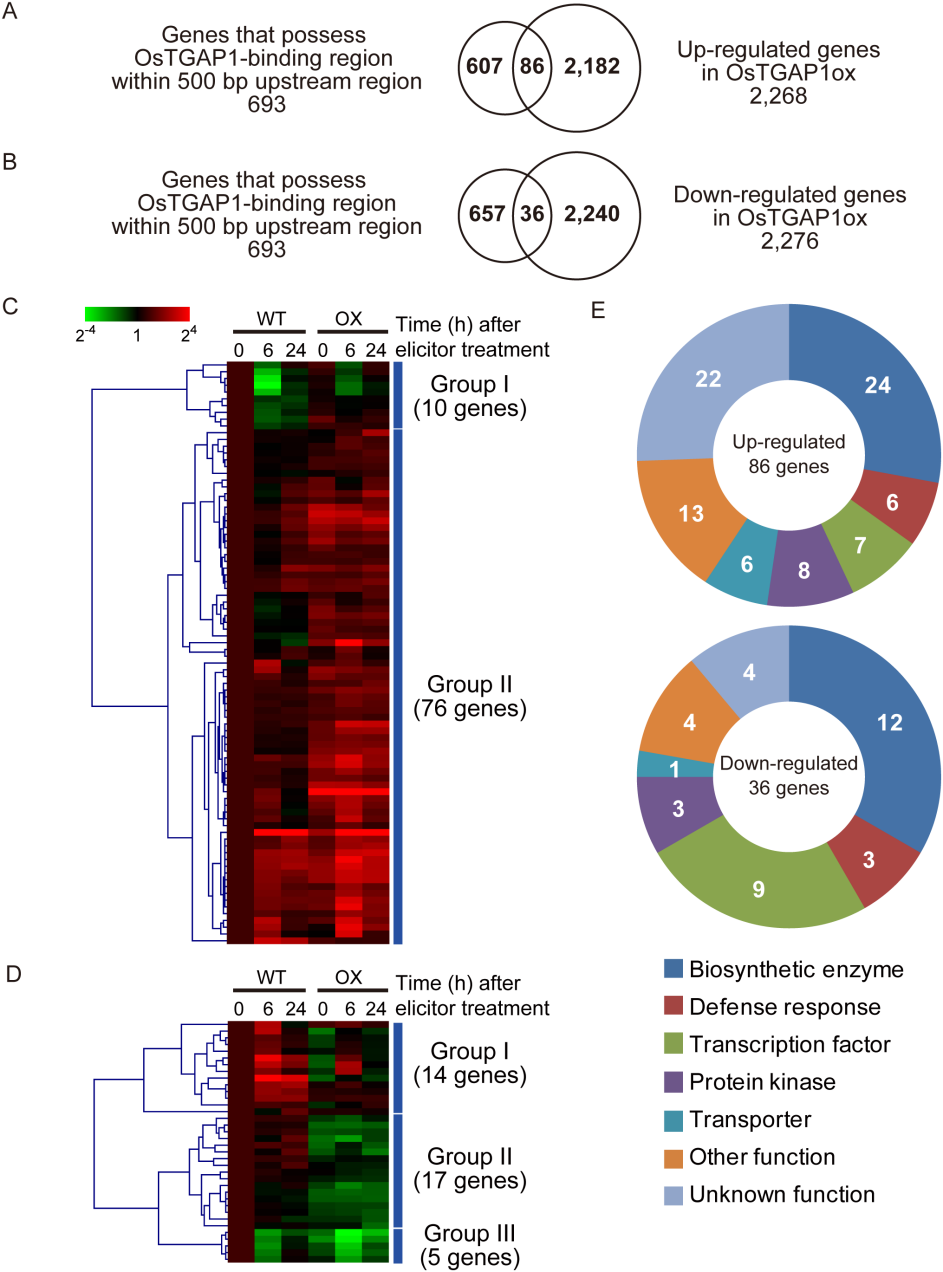
Expression profiles and functional classification of the OsTGAP1 target genes. (A and B) Venn diagrams showing the overlap of genes that possess an OsTGAP1-binding regions within the 400-bp upstream region with the upregulated or downregulated genes in OsTGAP1-overexpressing rice cells. (C and D) Hierarchical clustering of the OsTGAP1 target genes using the cosine correlation and average linkage methods. WT and OX represent wild-type rice cells and OsTGAP1-overexpressing rice cells, respectively. Each column represents the mean of three biological replicates at each time point shown above the heat map. Colours represent induction (red) and repression (green), as indicated by the colour bar. The values of the heat maps are relative to those in the WT cells 0 h after the elicitor treatment. (E) Functional classification of the OsTGAP1 target genes. Categories are as follows: biosynthetic enzyme, defence response, transcription factor, protein kinase, transporter, other function, and unknown function.

Next, the 86 upregulated genes and 36 downregulated genes were subjected to hierarchical clustering. Based on their expression patterns in the WT and OsTGAP1ox cells, the 86 upregulated genes were classified into two groups: group I, whose expression decreased in WT cells after elicitor treatment; and group II, whose expression increased in WT cells after elicitor treatment (Figure 2C). Most of the genes (approximately 88%) were included in group II. The 36 downregulated genes were classified into three groups: group I, whose expression increased in WT cells after elicitor treatment; group II, whose expression was not largely changed in WT cells after elicitor treatment; and group III, whose expression decreased in WT cells after elicitor treatment (Figure 2D). Group I included 14 genes (39%), group II included 17 genes (47%), and group III included 5 genes (14%).

Furthermore, functional classification of these OsTGAP1 target genes was performed. The genes were classified into the following categories according to function: biosynthetic enzyme, defence response, transcription factor, protein kinase, transporter, other function, and unknown function. The results of the functional classification are summarized in Figure 2E. 

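By the functional classes of Table S8, genes encoding a biosynthetic enzyme were called up here in 19 of 23 tested genes, and their median log2 ratio was 1.16 at 0 h, 0.74 at 6 h and 0.57 at 24 h. The class of defence response had 4 of 6 genes called, with medians of 1.44, 0.97 and 0.94. For transcription factors, 3 of 7 genes were called, and the medians were 0.41, 0.72 and 0.35. Protein kinases were called in 5 of 8 genes, transporters in 4 of 5, other functions in 10 of 13 and unknown functions in 15 of 19.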

The 86 genes that were upregulated in the OsTGAP1ox cells were classified as follows: biosynthetic enzyme, 24 genes (27.9%); defence response, 6 genes (7.0%); transcription factor, 7 genes (8.1%); protein kinase, 8 genes (9.3%); transporter, 6 genes (7.0%); other function, 13 genes (15.1%); unknown function, 22 genes (25.6%). The 36 genes that were downregulated in the OsTGAP1ox cells were functionally classified as follows: biosynthetic enzyme, 12 genes (33.3%); defence response, 3 genes (8.3%); transcription factor, 9 genes (25%); protein kinase, 3 genes (8.3%); transporter, 1 gene (2.8%); other function, 4 genes (11.1%); unknown function, 4 genes (11.1%).

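Among the classes of Table S9, 9 of 12 biosynthetic enzyme genes and 7 of 9 transcription factor genes were called down. The median log2 ratio of the enzyme genes was -0.67 at 0 h, -0.97 at 6 h and -1.13 at 24 h, and that of the transcription factor genes was -0.45, -1.14 and -1.49. In the remaining classes, 2 of 3 defence response genes, 3 of 3 protein kinase genes, the transporter gene, 2 of 4 genes of other function and 3 of 4 of unknown function were called.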

### OsTGAP1-binding regions in phytoalexin biosynthetic gene clusters

Although nearly all of the momilactone and phytocassane biosynthetic genes were confirmed to be hyperinductively expressed in the elicitor-stimulated OsTGAP1ox cells through transcriptome analysis (Table S3), none of the momilactone and phytocassane biosynthetic genes in the clusters were identified as OsTGAP1 target genes (Figure S4 and S5). These results suggest that OsTGAP1 does not directly regulate the expression of these genes by binding to their promoter regions. Intriguingly, several OsTGAP1-binding regions were found in intergenic regions among and near the cluster regions (Figure 3). This result raises the possibility that OsTGAP1 positively effects the expression of clustered genes by binding to these regions, although it may also indirectly regulate the expression of these genes via other transcription factors.

**Figure 3:**
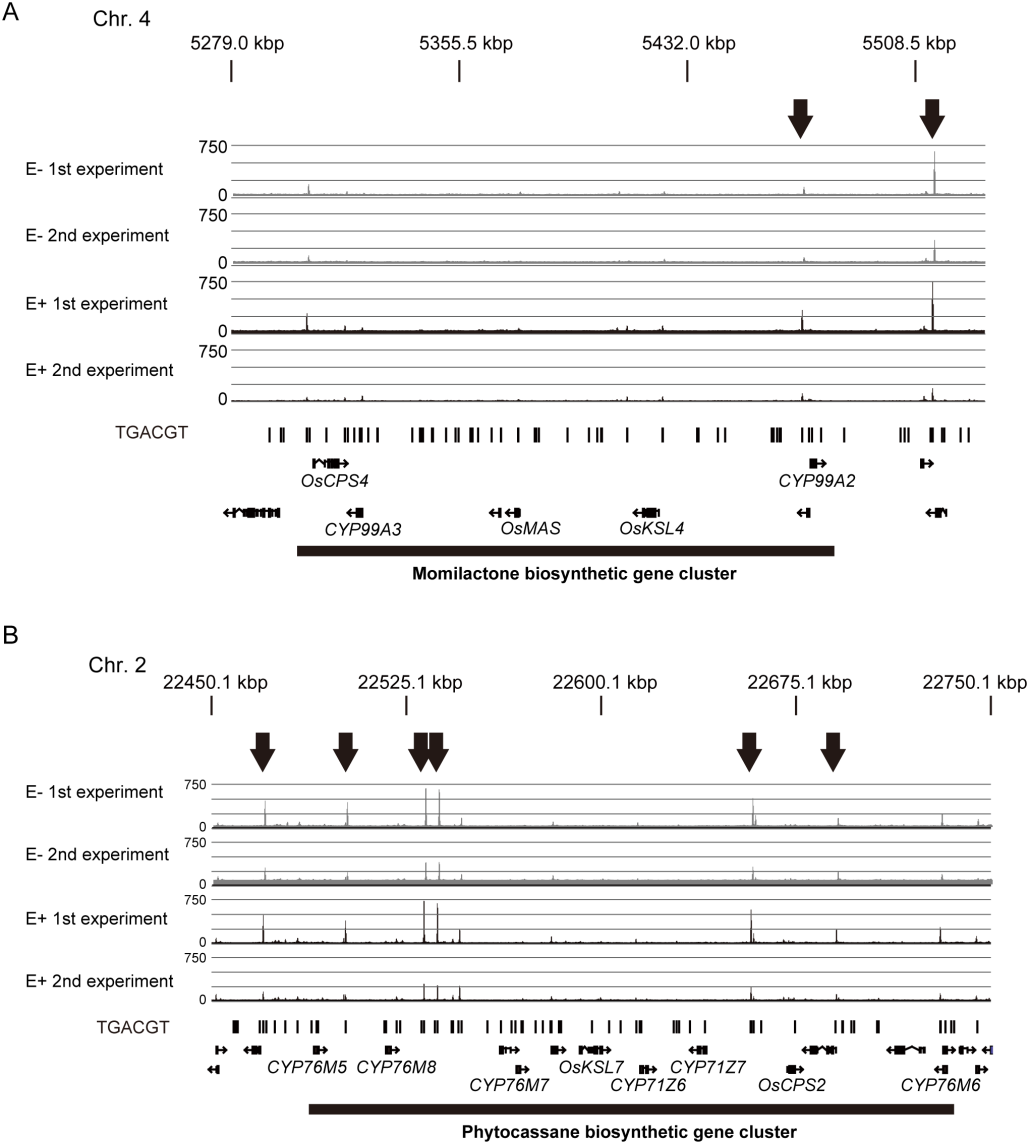
OsTGAP1-binding regions in diterpenoid phytoalexin biosynthetic gene clusters. Mapped ChIP-seq reads in the momilactone (A) and phytocassane biosynthetic gene clusters (B) in untreated (E−, grey) and elicitor-treated (E+, black) conditions, visualized using Partek Genomics Suite. Two biological replicates were performed. Black bars indicate the positions of TGACGT sequences. The genes in these regions are shown in the bottom row.

### OsTGAP1 binds to the *OsDXS3* promoter via the TGACGT sequence

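The gene OsDXS3 (Os07g0190000) was represented by probe AK100909, which was well above background in both channels on all 12 arrays. Its log2 ratio was 2.29 ± 0.82 (SD, n = 4) at 0 h, with an adjusted p of 9.1e-06 from limma, and 1.48 ± 0.38 (SD, n = 4) at 24 h, with an adjusted p of 2.8e-04. At 6 h it was 0.24 ± 0.24 (SD, n = 4), and the adjusted p of 0.40 did not pass the threshold. The ratio was above 0 on 4 of 4 arrays at 0 h, 3 of 4 at 6 h and 4 of 4 at 24 h. When each array was centred on its median in place of loess, the ratio at 6 h was 0.65 with an adjusted p of 0.028. Table S5 lists the gene among those with a binding region.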

*OsDXS3*, which encodes 1-deoxy-D-xylulose-5-phosphate synthase (DXS) (EC 2.2.1.7), was included among the OsTGAP1 target genes. The MEP pathway is involved in diterpenoid phytoalexin production in rice [7], and DXS catalyses a key step of this pathway [38]. Therefore, we dissected the transcriptional regulation of *OsDXS3* to understand the regulation of diterpenoid phytoalexin production by OsTGAP1.

OsTGAP1 bound to an approximately 100-bp upstream region of the transcription start site of *OsDXS3*, both with and without elicitation, in the ChIP-seq analysis (Figure 4A). This binding was confirmed by quantitative PCR using ChIP DNA from another biological replicate. The *OsDXS3* upstream region was enriched in the ChIP DNA immunoprecipitated by the anti-OsTGAP1 antibody compared to that immunoprecipitated by the normal rabbit IgG (Figure 4B), indicating that OsTGAP1 binds to the *OsDXS3* promoter. This OsTGAP1-binding region contained two TGACGT sequences (Figure 5A). GMSAs were performed using a DNA probe containing the *OsDXS3* promoter to investigate whether OsTGAP1 recognized these two TGACGT sequences. As shown in Figure 5B, the GST-fused OsTGAP1 (GST-OsTGAP1) recombinant protein could bind the DNA probe containing the *OsDXS3* promoter. When either TGACGT sequence in this region was mutated (m1 and m2), the binding of GST-OsTGAP1 to the DNA probe was weakened. When both TGACGT sequences were mutated (m3), GST-OsTGAP1 no longer bound to the DNA probe (Figure 5B). Taken together, these results indicate that OsTGAP1 binds to the *OsDXS3* promoter via two TGACGT sequences.

**Figure 4:**
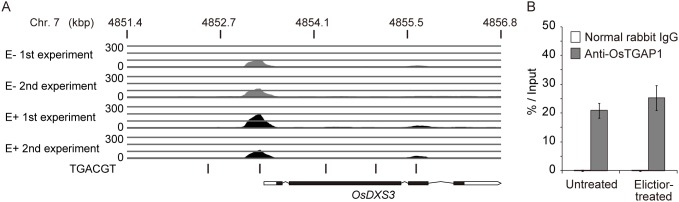
OsTGAP1-binding regions in the *OsDXS3* upstream region. (A) The mapped ChIP-seq reads in untreated (E–, grey) and elicitor-treated (E+, black) conditions were visualized using Partek Genomics Suite. Two biological replicates were performed. Black bars indicate the positions of TGACGT sequences. The gene structure of *OsDXS3* is shown in the bottom row. Open and closed squares indicate untranslated and coding regions, respectively. Lines indicate introns. (B) ChIP-PCR was performed using ChIP DNA immunoprecipitated by the anti-OsTGAP1 antibody and normal rabbit IgG. Values indicate the ratio of the amount of DNA in the ChIP DNA to the amount in the ‘Input’ control (n = 3); bars indicate the standard deviation of the mean.

**Figure 5:**
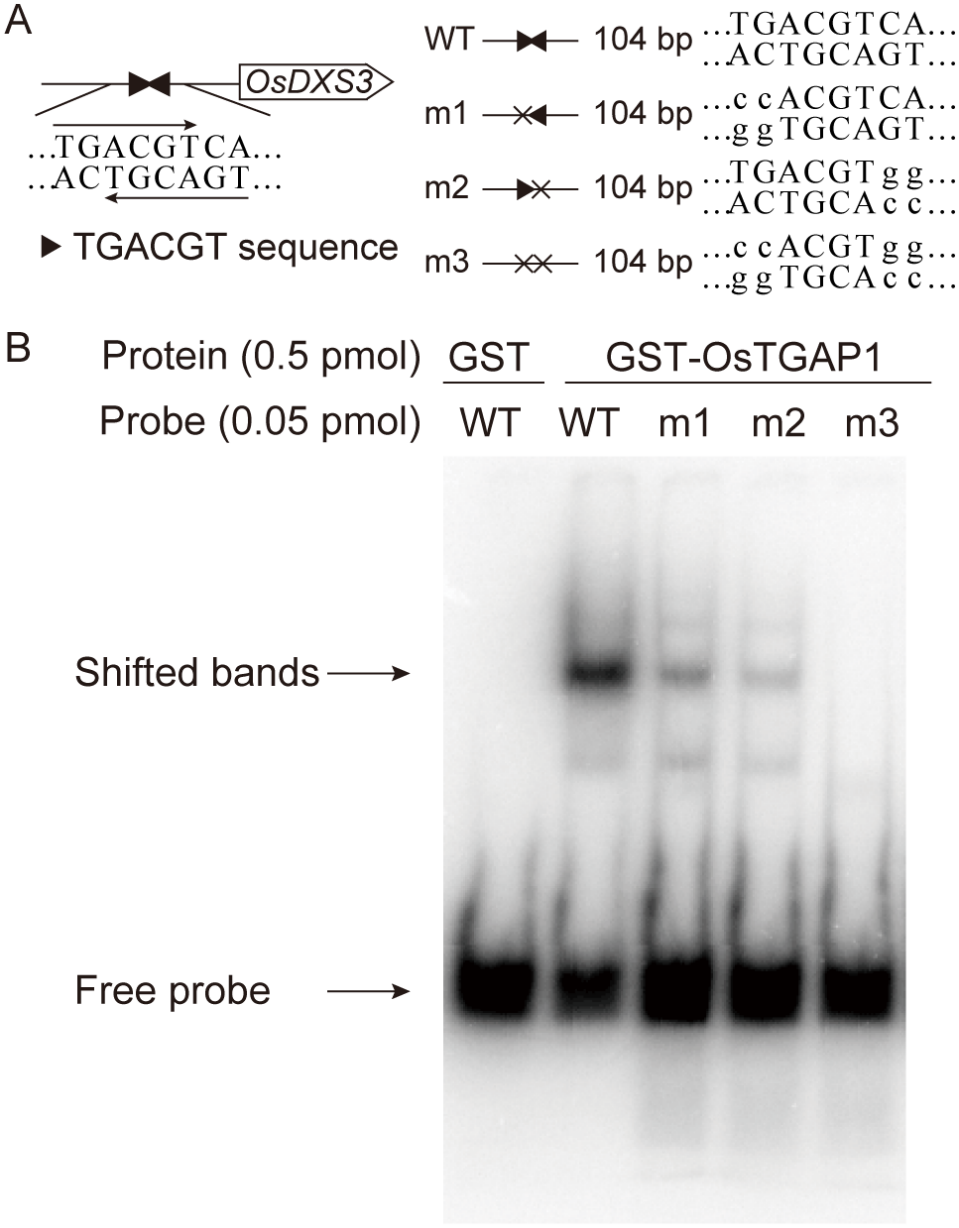
Gel mobility shift assay using the *OsDXS3* upstream region. (A) DNA probes used in GMSA. Closed triangles indicate TGACGT sequences. (B) GMSA was performed using purified recombinant GST-fused OsTGAP1 (GST-OsTGAP1) protein and ^32^P-labelled DNA probes containing the TGACGT sequences in the *OsDXS3* promoter. WT: wild-type probe, m1–m3: mutated probes.

### OsTGAP1 directly regulates *OsDXS3* expression

To further investigate whether the two TGACGT sequences on the *OsDXS3* promoter are involved in the transcriptional regulation of *OsDXS3*, a transactivation assay was performed. Fragment of 250 bp upstream from the ATG translation start site of *OsDXS3* was cloned and fused to the *FLUC* gene to produce a reporter plasmid (Figure 6A). Effector plasmids were constructed that contained a *GUS* or *OsTGAP1* gene under the control of the maize ubiquitin promoter. The reporter plasmid and either the *GUS* or *OsTGAP1* effector plasmid were delivered into cultured rice cells, along with an internal control plasmid that contained the *RLUC* gene under the control of the CaMV *35S* promoter, by particle bombardment. The LUC activities were quantified and calculated as described in the ‘Materials and Methods’.

**Figure 6:**
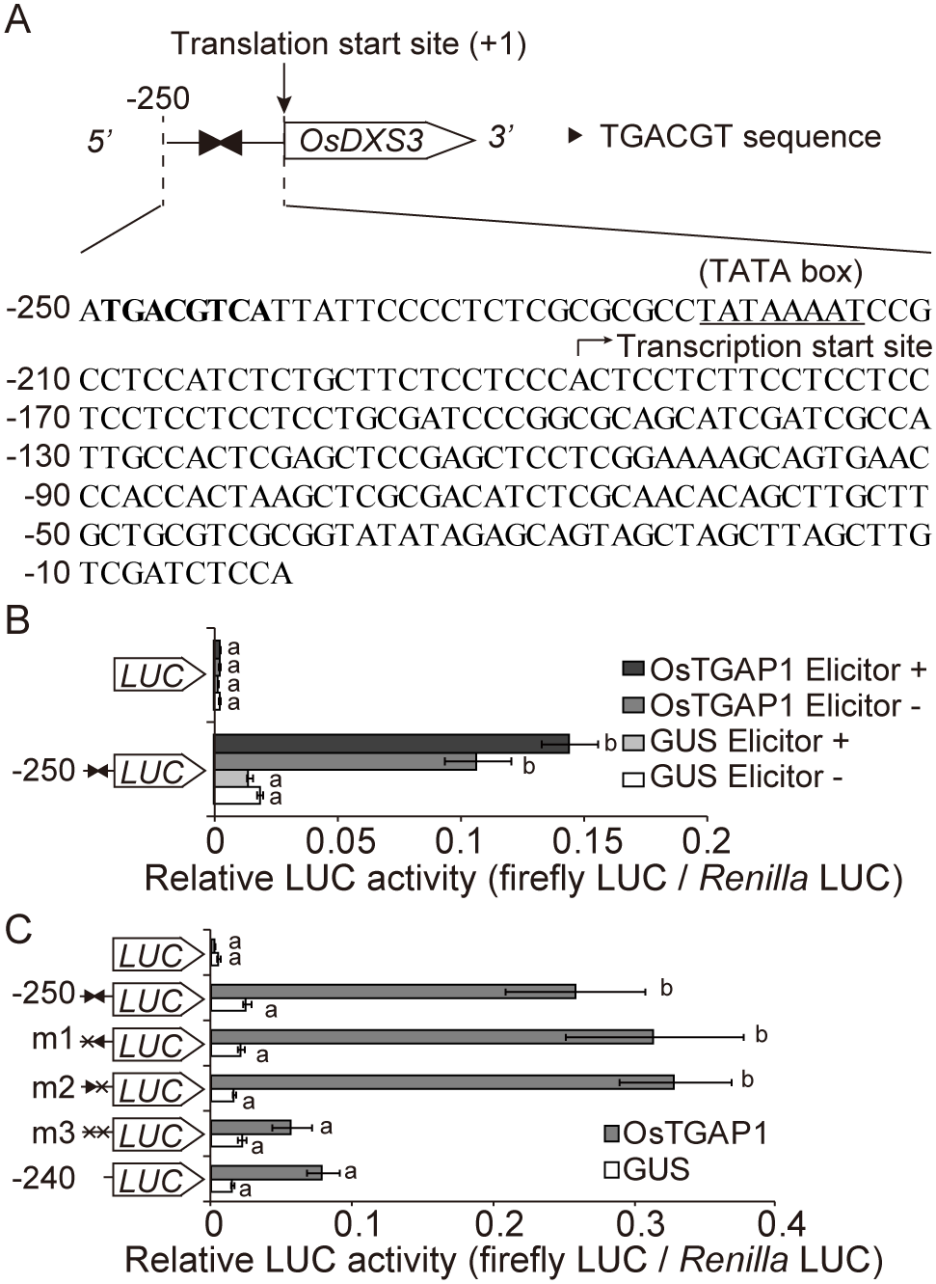
Transactivation assay using a 250-bp upstream region of *OsDXS3.* (A) Nucleotide sequence of the 250-bp upstream region of the ATG translation start site of *OsDXS3*. Closed triangles indicate TGACGT sequences. The TGACGT sequences in the nucleotide sequence are also indicated by bold characters. The putative TATA box is underlined. Transcription start sites on RAP-DB are indicated by black arrows. (B) Transactivation assay using a 250-bp fragment of the *OsDXS3* promoter with GUS or OsTGAP1 effector plasmid (0.1 µg per bombardment). Values indicate the relative luciferase (LUC) activities (firefly LUC/*Renilla* LUC) after 24 h incubation of rice cells with or without chitin elicitor treatment (n = 3); bars indicate the standard error of the mean. Statistically different data groups are indicated by different letters (*P*<0.01 by one-way ANOVA with a Tukey’s *post hoc* test). (C) Transactivation assay using mutated or deleted *OsDXS3* promoters with GUS or OsTGAP1 effector plasmids (0.1 µg per bombardment). Values indicate the relative LUC activities (firefly LUC/*Renilla* LUC) after 24 h incubation of rice cells without chitin elicitor treatment (n = 12); bars indicate the standard error of the mean. Statistically different data groups are indicated by different letters (*P*<0.01 by one-way ANOVA with a Tukey’s post *hoc test*).

Rice cells with the reporter and *OsTGAP1* effector plasmids showed 7-fold higher LUC activity than those with the reporter and *GUS* effector plasmids (Figure 6B). Because *OsDXS3* mRNA level is increased by elicitor treatment, LUC activities after elicitor treatment were also measured. Although the enhancement of LUC activity by OsTGAP1 was detected, no change to LUC activity was observed following elicitor treatment (Figure 6B). These results suggest that a 250-bp fragment of the *OsDXS3* promoter contains elements contributing to the OsTGAP1-dependent induction of *OsDXS3* expression but not to the gene’s responsiveness to the elicitor. A transactivation assay was performed using a fragment of 2 kbp upstream from the ATG translation start site of *OsDXS3*. Rice cells with the reporter plasmid containing a 2-kbp fragment of the *OsDXS3* promoter and the *OsTGAP1* effector plasmid showed higher LUC activity than those with *GUS* effector plasmid. However, LUC activity showed no change under elicitor treatment, as was similar to the results observed for the 250-bp fragment of the *OsDXS3* promoter (Figure S6).

Next, a series of three mutants of the 250-bp fragment of the *OsDXS3* promoter fused to *FLUC* (m1, m2, and m3) were constructed. In m1 and m2, one of the two TGACGT sequences was mutated, while in m3, both TGACGT sequences were mutated. A *FLUC* reporter plasmid containing a 240-bp fragment of the *OsDXS3* promoter was also constructed, and this reporter plasmid did not contain any TGACGT sequences. This series of reporter plasmids was introduced to the cultured rice cells along with either the *GUS* or *OsTGAP1* effector plasmids, and the LUC activities were measured after incubation. The rice cells with m1 or m2 and the *OsTGAP1* effector plasmid exhibited almost the same level of LUC activity as those with the 250-bp promoter construct. However, rice cells with m3 or the 240-bp promoter construct showed significantly lower LUC activity compared to those with the 250-bp promoter construct (Figure 6C). These results indicate that the two TGACGT sequences on the *OsDXS3* promoter are involved in the OsTGAP1-dependent induction of *OsDXS3* expression. Taken together with the fact that OsTGAP1 binds to the *OsDXS3* promoter via these two TGACGT sequences, the results strongly suggest that OsTGAP1 directly regulates *OsDXS3* expression.

## Discussion

### Genome-wide analysis of OsTGAP1 target genes

In this study, ChIP-seq and transcriptome analyses were performed to identify the OsTGAP1 target genes. From the ChIP-seq analysis, the TGACGT sequence was found to be an overrepresented motif in the OsTGAP1-binding regions (Figure 1C, Figure S2). However, there also be the OsTGAP1-binding regions which did not contain any TGACGT sequences (Table S3, Table S4), suggesting that OsTGAP1 may bind to these regions through other motifs. OsTGAP1 may also interact with a DNA-binding protein that recognizes other motifs. However, known binding motifs of other transcription factors were not found in this study (Figure S2). To investigate how OsTGAP1 binds to these regions, a more detailed functional analysis of OsTGAP1 using a biochemical approach is required.

The locations of the OsTGAP1-binding regions assigned to the upstream region were found to be concentrated within 400 bp of the transcription start sites (Figure 1B), suggesting that OsTGAP1 binds near the transcription start sites and regulates the expression of downstream genes. Therefore, this study focussed on those genes that possessed an OsTGAP1-binding region within 400 bp of the upstream region and identified the OsTGAP1 target genes through comparisons to transcriptome data. A total of 86 upregulated genes, along with 36 downregulated genes, were identified in OsTGAP1ox cells (Table S8, Table S9). These target genes were classified based on their expression patterns. Most of the 86 upregulated genes (group II) exhibited an elicitor-induced expression pattern in WT cells. Moreover, this elicitor-induced expression was enhanced in OsTGAP1ox cells (Figure 2C). 

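Over the 81 tested genes of Table S8, the median log2 ratio of OsTGAP1ox to WT was 1.12 at 0 h, 0.90 at 6 h and 0.61 at 24 h, against medians near 0 over all loci. The ratio was above 0 in 81 genes at 0 h, 75 at 6 h and 74 at 24 h, and 47, 39 and 24 of the genes were called up at these time points. These ratios compare both cell lines at the same time point, and the WT time course that Fig. 2C shows came from a separate set of arrays, which was not analysed here.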

In light of a previous report that OsTGAP1 shows transactivational activity [17], OsTGAP1 may function to enhance the expression of these genes, including *OsDXS3*. However, the regulatory mechanisms of the 36 genes that were downregulated in OsTGAP1ox cells remain unclear. As these 36 genes could be classified into three groups based on their expression patterns (Figure 2D), each group may be regulated by OsTGAP1 in a different manner. Recent studies have reported that several transcription factors in plants act as both activators and repressors [39], [40]. These transcription factors are thought to interact with coactivators and corepressors, thereby altering these functions. OsTGAP1 may interact with as yet unknown corepressors to suppress the expression of these genes.

A substantial number of the OsTGAP1 target genes encode enzymes of biosynthetic pathways other than terpenoid biosynthesis, such as flavonoid biosynthesis and lipid metabolism (Figure 2E, Table S8, Table S9). This fact suggests that OsTGAP1 is involved not only in the regulation of diterpenoid phytoalexin production but also in the regulation of other biosynthetic processes. In addition, the 86 genes that were upregulated in OsTGAP1ox cells include several defence-related genes, such as glucanase (Os07g0168600) and cystatin (Os01g0803200 and Os01g0915200; Figure 2E, Table S8). Furthermore, *OsPLDbeta1* (Os10g0524400) and *OsWRKY76* (Os09g0417600) were included among the OsTGAP1 target genes that were downregulated in OsTGAP1ox cells (Table S9). 

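The glucanase gene Os07g0168600 had 2 tested probes. The log2 ratio of probe AK105668 was 1.58 ± 0.27 (SD, n = 4) at 0 h, 1.26 ± 0.28 (SD, n = 4) at 6 h and 1.1 ± 0.17 (SD, n = 4) at 24 h, and that of probe AK068262 was 1.09, 0.75 and 0.64. For the cystatin gene Os01g0803200, 8 probes were tested, with log2 ratios from 1.20 to 2.27 at 0 h, from 1.07 to 1.90 at 6 h and from 0.68 to 1.29 at 24 h. The cystatin gene Os01g0915200 had the highest mean ratio among probes called at all 3 time points with 1 sign on all 12 arrays, at 5.11 ± 0.48 (SD, n = 4), 4.66 ± 0.61 (SD, n = 4) and 4.59 ± 0.72 (SD, n = 4). All of these probes had a ratio above 0 on every array, and the largest adjusted p from limma among them was 3.0e-04.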

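The 4 tested probes of OsPLDbeta1 had log2 ratios between -0.02 and 0.08 at 0 h, between 0.02 and 0.11 at 6 h and between -0.17 and 0.06 at 24 h, and none was called. The lowest value, that of probe AK121075 at 24 h, was below 0 on 4 of 4 arrays with an adjusted p of 0.032 from limma, and did not pass with each array centred on its median, as single-colour data or without 24 h replicate 1, 2 or 3. The probe of this gene that Table S7 lists, AK110268, was not well above background in either channel on any array at 0 h and 24 h. At 6 h it was above background in WT cells on 3 of 4 arrays and in OsTGAP1ox cells on none, and it was at least 1.17-fold lower in the OsTGAP1ox cells. The 4 probes of OsWRKY76 were lower in the OsTGAP1ox cells on every array at 6 h, with log2 ratios from -2.10 to -1.31, and at 24 h, with ratios from -1.72 to -1.13. The largest adjusted p from limma at these time points was 0.0067. At 0 h the ratios of these probes ranged from 0.15 to 0.81, and the smallest adjusted p was 0.14. For probe AK068337 the SD between replicates at 0 h was 1.40, and the ratio rose to 1.37 without 0 h replicate 3, with an adjusted p of 0.018.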

As OsPLDbeta1 and OsWRKY76 negatively regulate the rice defence response against *M*. *oryzae* [41], [42], OsTGAP1 may contribute to rice defence responses against pathogens by regulating the expression of these genes. In addition, the OsTGAP1 target genes upregulated in OsTGAP1ox cells included several genes related to plant hormone signalling: *DWARF AND LOW-TILLERING/OsGRAS32* (Os06g0127800), which relates to brassinosteroid signalling [43], and *OsBIF2* (Os12g0614600), which relates to auxin signalling [44] (Table S8). These results raise the possibility that OsTGAP1 impacts the signalling of these plant hormones.

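The log2 ratio of DWARF AND LOW-TILLERING/OsGRAS32 (probe AK106449) was 0.41 ± 0.36 (SD, n = 4) at 0 h, 1.81 ± 0.51 (SD, n = 4) at 6 h and 0.35 ± 0.22 (SD, n = 4) at 24 h. Only the value at 6 h passed the threshold, with an adjusted p of 4.0e-06 from limma against 0.055 at 0 h and 0.096 at 24 h. Under the alternatives the adjusted p ranged from 0.0065 to 0.26 at 0 h and from 0.017 to 0.31 at 24 h, so that neither value keeps to 1 side of the threshold. OsBIF2 (probe AK106290) stayed close to a constant ratio, with 1.97 ± 0.25 (SD, n = 4), 1.89 ± 0.16 (SD, n = 4) and 2.08 ± 0.20 (SD, n = 4), and a largest adjusted p of 6.6e-08.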

### Regulation of MEP pathway genes by OsTGAP1

OsTGAP1 binds to the *OsDXS3* promoter via two TGACGT sequences (Figure 5B), and these two TGACGT sequences are involved in the OsTGAP1-dependent induction of *OsDXS3* expression (Figure 6C). These results strongly suggest that OsTGAP1 directly regulates *OsDXS3* expression. However, a 250-bp fragment and a 2-kbp fragment of the *OsDXS3* promoter including the OsTGAP1-binding region exhibited no responsiveness to the elicitor (Figure 6B, Figure S6), despite the increase in *OsDXS3* mRNA level due to the elicitor treatment [7]. The regulatory mechanism of the elicitor-induced expression of *OsDXS3* requires further explanation.

The rice genome encodes three *DXS* genes: *OsDXS1*, *OsDXS2*, and *OsDXS3* [45]. Among these three *DXS* genes, *OsDXS3* is the only one upregulated by elicitor treatment [17]. This observation implies that *OsDXS3* is responsible for diterpenoid phytoalexin production and that *OsDXS1* and *OsDXS2* are involved in the biosynthesis of terpenoids for primary metabolism. The OsTGAP1 target genes identified in this study included *OsDXS3* but not *OsDXS1* and *OsDXS2*. 

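OsDXS1 (Os05g0408900) has 4 probes on the array. Probe AF024512 was above background on all arrays, and its log2 ratio was -0.10 ± 0.22 (SD, n = 4) at 0 h, 0.14 ± 0.19 (SD, n = 4) at 6 h and 0.79 ± 0.17 (SD, n = 4) at 24 h. The value at 24 h was above 0 on 4 of 4 arrays, with an adjusted p of 2.5e-05 from limma, and was under 2-fold. Centring each array on its median, which moves the median of all probes to 0.15, gave 1.00 and a change of 2-fold. The other 3 probes were not well above background on all arrays of any time point and were not tested. OsDXS2 (Os06g0142900) had 2 tested probes, with log2 ratios of -0.15, -0.09 and -0.04 for AK121920 and 0.01, 0.04 and 0.04 for AK061829 at 0, 6 and 24 h. The 0 h value of AK121920 had an adjusted p of 0.015, and was 0.11 with each array centred on its median, a setting that moves the median of all probes to 0.15.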

The expression of *OsDXS1* and *OsDXS2* was also unchanged in OsTGAP1ox cells (Table S10). These results suggest that the transcriptional regulation of the MEP pathway by OsTGAP1 mainly contributes to diterpenoid phytoalexin production and that its contribution to the biosynthesis of terpenoids for primary metabolism is limited.

Of the MEP pathway genes, only *OsDXS3* was included among the OsTGAP1 target genes. Nevertheless, two MEP pathway genes (*OsHDS* and *OsHDR*) were found among the upregulated genes in OsTGAP1ox cells (Table S3). 

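OsHDS (Os02g0603800) and OsHDR (Os03g0731900) had 3 tested probes each. At 24 h the log2 ratios of the OsHDS probes were 0.91, 1.05 and 1.25, and those of the OsHDR probes were 1.01, 1.09 and 1.40, with a largest adjusted p of 5.4e-04 from limma. Of these 6 probes, 5 reached the 2-fold threshold at 24 h, and no probe did so at 0 h, where the ratios ranged from 0.49 to 0.88. At 6 h the ratios lay between -0.10 and 0.35, and only OsHDR probe AK064873 passed the adjusted p threshold, with 0.034. It did not pass as single-colour data or without 6 h replicate 2, 3 or 4, and the largest adjusted p among these, without replicate 2, was 0.15.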

Other MEP pathway genes (*OsDXR*, *OsCMS*, *OsCMK*, and *OsMCS*) were also upregulated by approximately 1.5-fold 24 h after elicitor treatment in the OsTGAP1ox cells compared to their expression after treatment in WT cells, although these genes were eliminated by the threshold of the data analysis (Table S10). These results indicate that the expression of all seven MEP pathway genes is affected by OsTGAP1. However, *OsDXS3* was more strongly upregulated than were the other MEP pathway genes in OsTGAP1ox cells. Therefore, the enhanced expression of MEP pathway genes by OsTGAP1, except that of *OsDXS3*, may be indirect.

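For OsDXR (Os01g0106900), the 3 probes had log2 ratios of 0.80, 0.80 and 0.88 at 24 h. OsCMS (Os01g0887100) reached 0.69 ± 0.11 (SD, n = 4), OsCMK (Os01g0802100) 0.67 ± 0.14 (SD, n = 4) and OsMCS (Os02g0680600) 0.84 ± 0.18 (SD, n = 4), all with ratios above 0 on 4 of 4 arrays and adjusted p from limma at or below 1.9e-04. At 0 h and 6 h the ratios of these 4 genes ranged from -0.09 to 0.24. The adjusted p from limma passed 0.05 for OsCMK at 0 h (0.018), OsMCS at 0 h (0.045) and OsCMS at 6 h (0.048). These 3 values failed it under 3, 10 and 15 of the 24 alternatives, and the other values did not pass. Over the 7 MEP pathway genes, OsDXS3, OsHDS and OsHDR included, the median log2 ratio was 0.24 at 0 h, 0.06 at 6 h and 0.84 at 24 h. The rotation test fry gave an adjusted p over the 3 time points of 0.0054, 0.57 and 5.8e-05. The camera test with its preset correlation gave p = 0.027, 0.75 and 1.1e-04, and with the correlation estimated from these genes, 0.82, it gave 0.37, 0.89 and 0.14. By exact sign-flip permutation of the array medians, p was 0.13 at 0 h and 24 h, the smallest that 4 arrays allow, and 0.75 at 6 h.

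**Figure D2:**
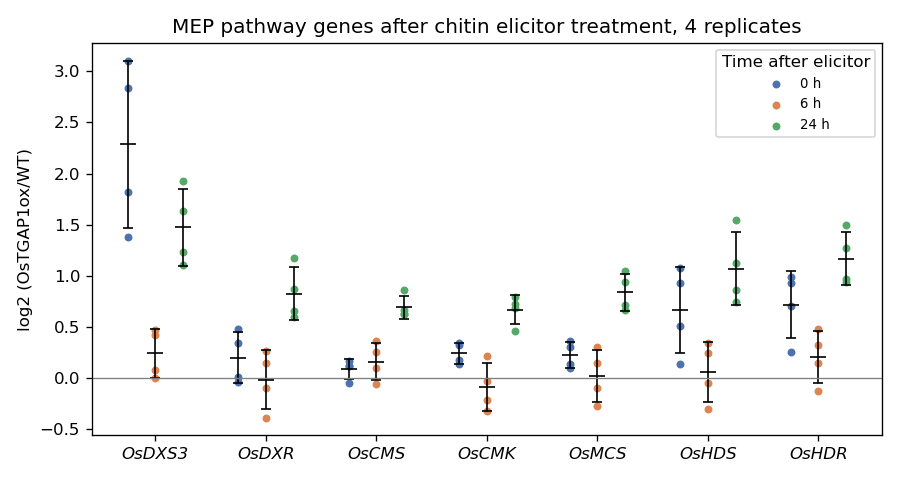
Log2 ratio of OsTGAP1ox to WT for 7 MEP pathway genes at 0, 6 and 24 h after the elicitor treatment, each gene the mean of its tested probes. Points are the 4 replicates, and the bars give their mean and SD; at 24 h every gene lies above 0 in every replicate.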

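At 0 h the log2 ratio of OsDXS3 exceeded the mean ratios of the other 6 MEP pathway genes, the lowest of which was 0.09. At 24 h the lowest mean ratio among the 7 genes was 0.67 and the highest, that of OsDXS3, was 1.48. At 6 h OsDXS3 was the highest of the 7 by a small margin, and none of the gene means was past 0.24. The differences between genes were not tested.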

### Possible mechanism for the regulation of diterpenoid phytoalexin biosynthetic gene clusters by OsTGAP1

OsTGAP1ox cells exhibit enhanced expression of all momilactone biosynthetic genes and the phytocassane biosynthetic gene *OsKSL7* [17]. In this study, other phytocassane biosynthetic genes in the cluster (*OsCPS2*, *CYP76M5-8*, and *CYP71Z6*) were found to be upregulated in the OsTGAP1ox cells (Table S3), suggesting that OsTGAP1 functions in the transcriptional regulation of the two diterpenoid phytoalexin biosynthetic gene clusters. However, a simple model in which OsTGAP1 directly regulates the expression of these biosynthetic genes through binding to each promoter region followed by transactivation was not supported by the ChIP-seq analysis (Figure 3, Figure S4 and Figure S5).

Several transcription factor genes were found among the candidate OsTGAP1 target genes, including *OsWRKY76* (Figure 2E, Table S8, Table S9). 

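Of the transcription factors, 3 of the 7 in Table S8 and 7 of the 9 in Table S9 were called in the listed direction on these arrays. OsWRKY76 is an entry of both tables, with its listed increase at 0 h in Table S8, and was called here as decreased at 6 h and 24 h only.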

Recently, *OsWRKY76* has been reported to negatively regulate diterpenoid phytoalexin biosynthetic genes [42]. Therefore, the downregulation of *OsWRKY76* expression may be among the mechanisms explaining the enhanced expression of diterpenoid phytoalexin biosynthetic genes in OsTGAP1ox cells.

Another hypothesis is that the binding of OsTGAP1 to the intergenic regions of the gene clusters plays a particular role in the transcriptional regulation of diterpenoid phytoalexin biosynthetic genes. In this study, at least 40% of the OsTGAP1-binding regions were located within intergenic regions (Figure 1A). This proportion is larger than those observed for the other plant transcription factors (HY5, PIL5, AGL15, and BZR1) whose genome-wide binding regions have been previously reported [33]–[36]. However, in the case of FHY3, which is a component of phytochrome A signalling, approximately 40% of FHY3-binding regions are located in intergenic regions, and a large portion of these intergenic binding regions are localized in the centromeric regions [46]. FHY3 binds to the promoter regions of its target genes, thereby regulating phytochrome A signalling and the circadian clock. FHY3 also binds to the centromeric repeats, suggesting that FHY3 has a function beyond regulating the expression of target genes via binding to their promoter regions. Similar to that of FHY3, the binding of OsTGAP1 to intergenic regions may also have unknown but essential functions. The information presented in this study regarding OsTGAP1-binding regions near and in the diterpenoid phytoalexin biosynthetic gene cluster regions will contribute to future research investigating the regulation of these gene clusters by OsTGAP1.

## Supporting Information

Figure S1 Specificity of anti-OsTGAP1 antibody.
(PDF) Click here for additional data file.

Figure S2 The enrichment of each motif in OsTGAP1-binding regions.
(PDF) Click here for additional data file.

Figure S3 Summary of genes whose expression was altered in OsTGAP1-overexpressing rice cells.
(PDF) Click here for additional data file.

Figure S4 OsTGAP1-binding regions around momilactone biosynthetic genes.
(PDF) Click here for additional data file.

Figure S5 OsTGAP1-binding regions around phytocassane biosynthetic genes.
(PDF) Click here for additional data file.

Figure S6 Transactivation assay using the 2-kbp fragment of the *OsDXS3* promoter.
(PDF) Click here for additional data file.

Table S1 Plasmids used in this study.
(DOCX) Click here for additional data file.

Table S2 Primers used in this study.
(DOCX) Click here for additional data file.

Table S3 List of OsTGAP1-binding regions in untreated condition.
(XLSX) Click here for additional data file.

Table S4 List of OsTGAP1-binding regions in elicitor-treated condition.
(XLSX) Click here for additional data file.

Table S5 List of genes that possess OsTGAP1-binding site within 400 bp upstream region.
(XLSX) Click here for additional data file.

Table S6 List of genes whose expression is significantly upregulated in OsTGAP1-overexpressinng rice cells.
(XLSX) Click here for additional data file.

Table S7 List of genes whose expression is significantly downregulated in OsTGAP1-overexpressinng rice cells.
(XLSX) Click here for additional data file.

Table S8 List of OsTGAP1 target genes whose expression is upregulated in OsTGAP1-overexpressinng rice cells.
(XLSX) Click here for additional data file.

Table S9 List of OsTGAP1 target genes whose expression is downregulated in OsTGAP1-overexpressinng rice cells.
(XLSX) Click here for additional data file.

Table S10 Expression profiles of MEP pathway genes from microarray analysis.
(XLSX) Click here for additional data file.

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Figure S1 — Specificity of anti-OsTGAP1 antibody.

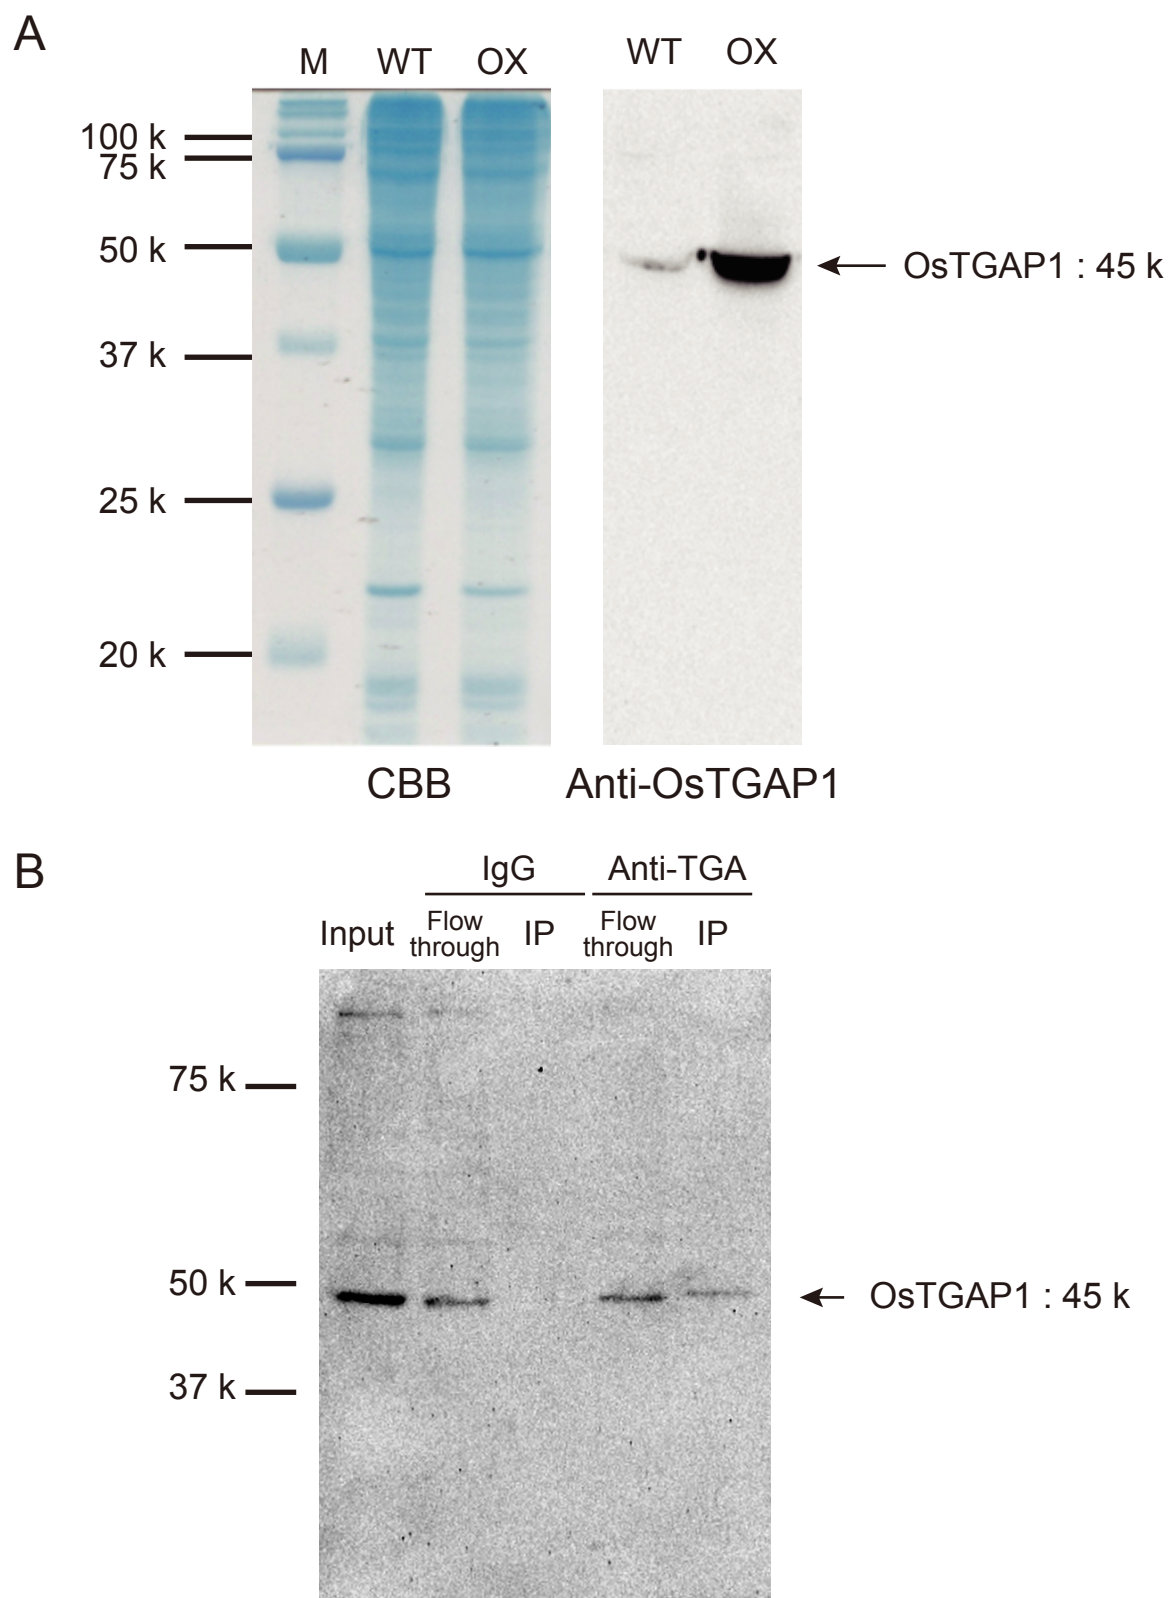

**Fig. S1.** Specificity of anti-OsTGAP1 antibody. (A) Protein gel blot analysis of nuclear extracts from wild-type rice cells (WT) and OsTGAP1-overexpressing rice cells (OX) using anti-OsTGAP1 antibody. Nuclear extracts from WT and OX were separated by SDS-PAGE and stained with Coomassie Brilliant Blue (CBB) (left panel). Separated nuclear extracts were also blotted on a membrane and probed with anti-OsTGAP1 antibody (right panel). (B) Nuclear extracts from WT were subject to protein gel blot analysis after immunoprecipitation by anti-OsTGAP1 antibody (anti-TGA) and normal rabbit IgG (IgG). Input, 'Input' control; IP, immunoprecipitated protein.

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Figure S2 — The enrichment of each motif in OsTGAP1-binding regions.

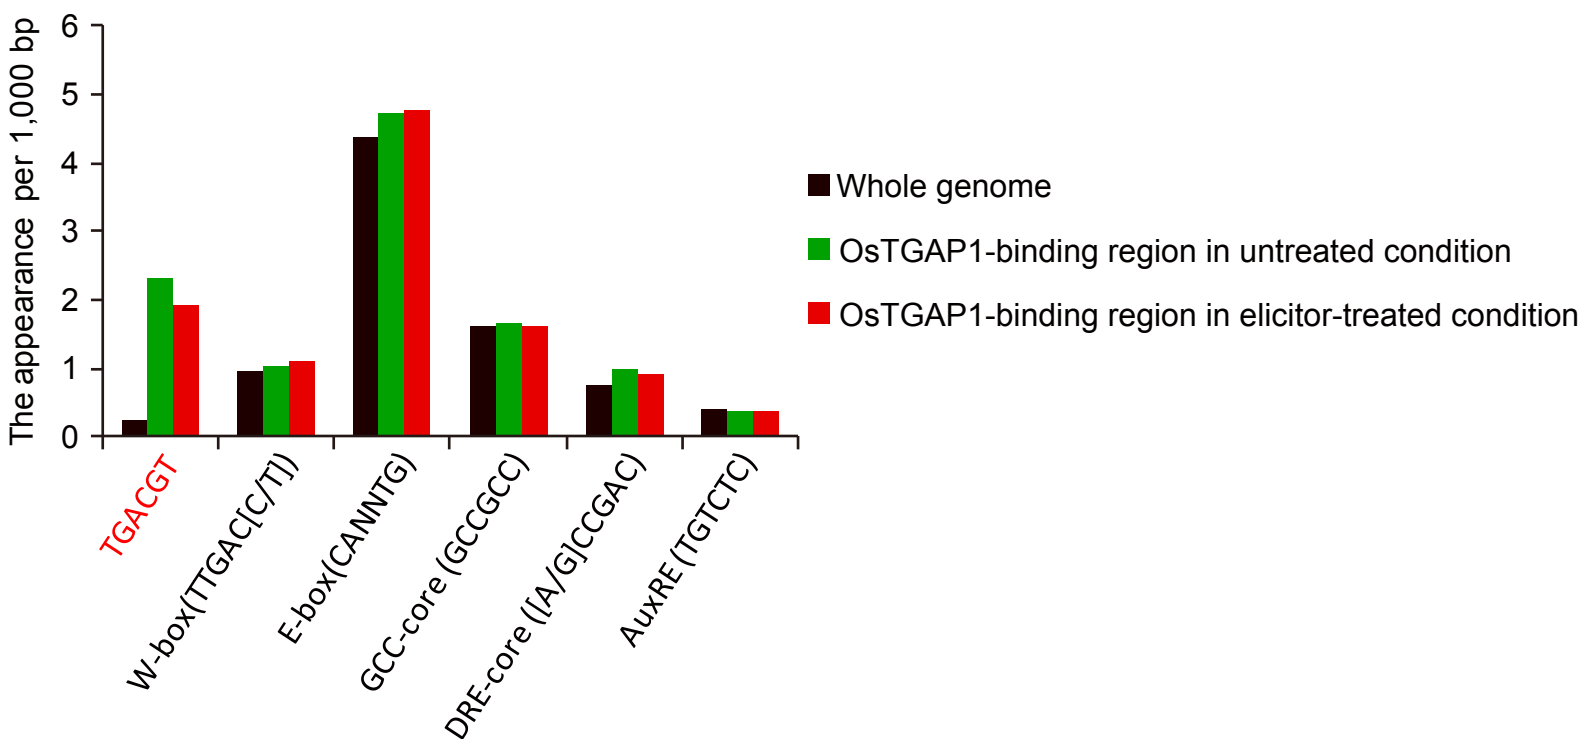

**Fig. S2.** The enrichment of each motif in OsTGAP1-binding regions. Y-axis represents the appearance of each motif in the whole genome sequence or OsTGAP1-binding regions.

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Figure S3 — Summary of genes whose expression was altered in OsTGAP1-overexpressing rice cells.

**A** Upregulated genes in OsTGAP1ox : 2,268

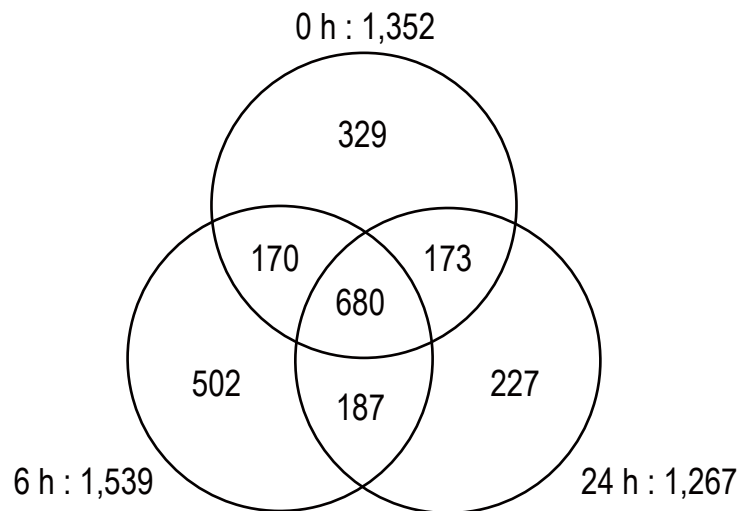

**B** Downregulated genes in OsTGAP1ox : 2,276

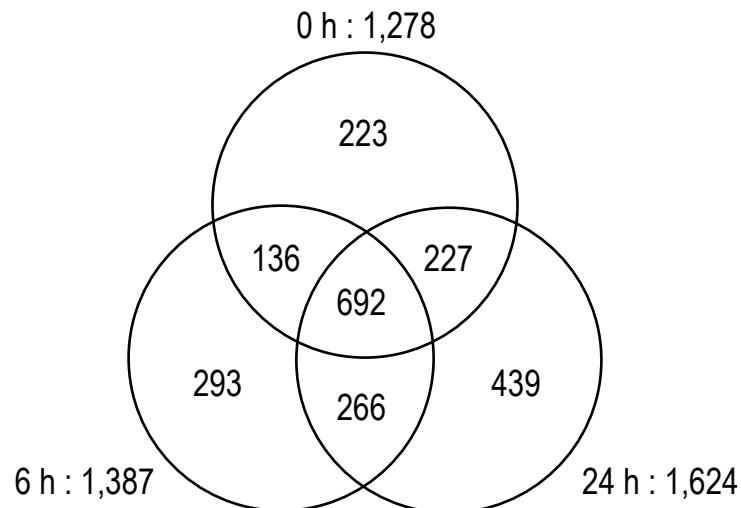

**Fig. S3.** Summary of genes whose expression was altered in OsTGAP1-overexpressing rice cells compared to wild-type rice cells. The genes whose expressions were changed in OsTGAP1-overexpressing rice cells were analysed using the Agilent rice 44k oligoarray with the one-colour method. Venn diagrams show the number of overlapping and unique genes. Genes that were (A) upregulated or (B) downregulated more than two-fold in OsTGAP1-overexpressing rice cells compared to wild-type cells are shown.

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Figure S4 — OsTGAP1-binding regions around momilactone biosynthetic genes.

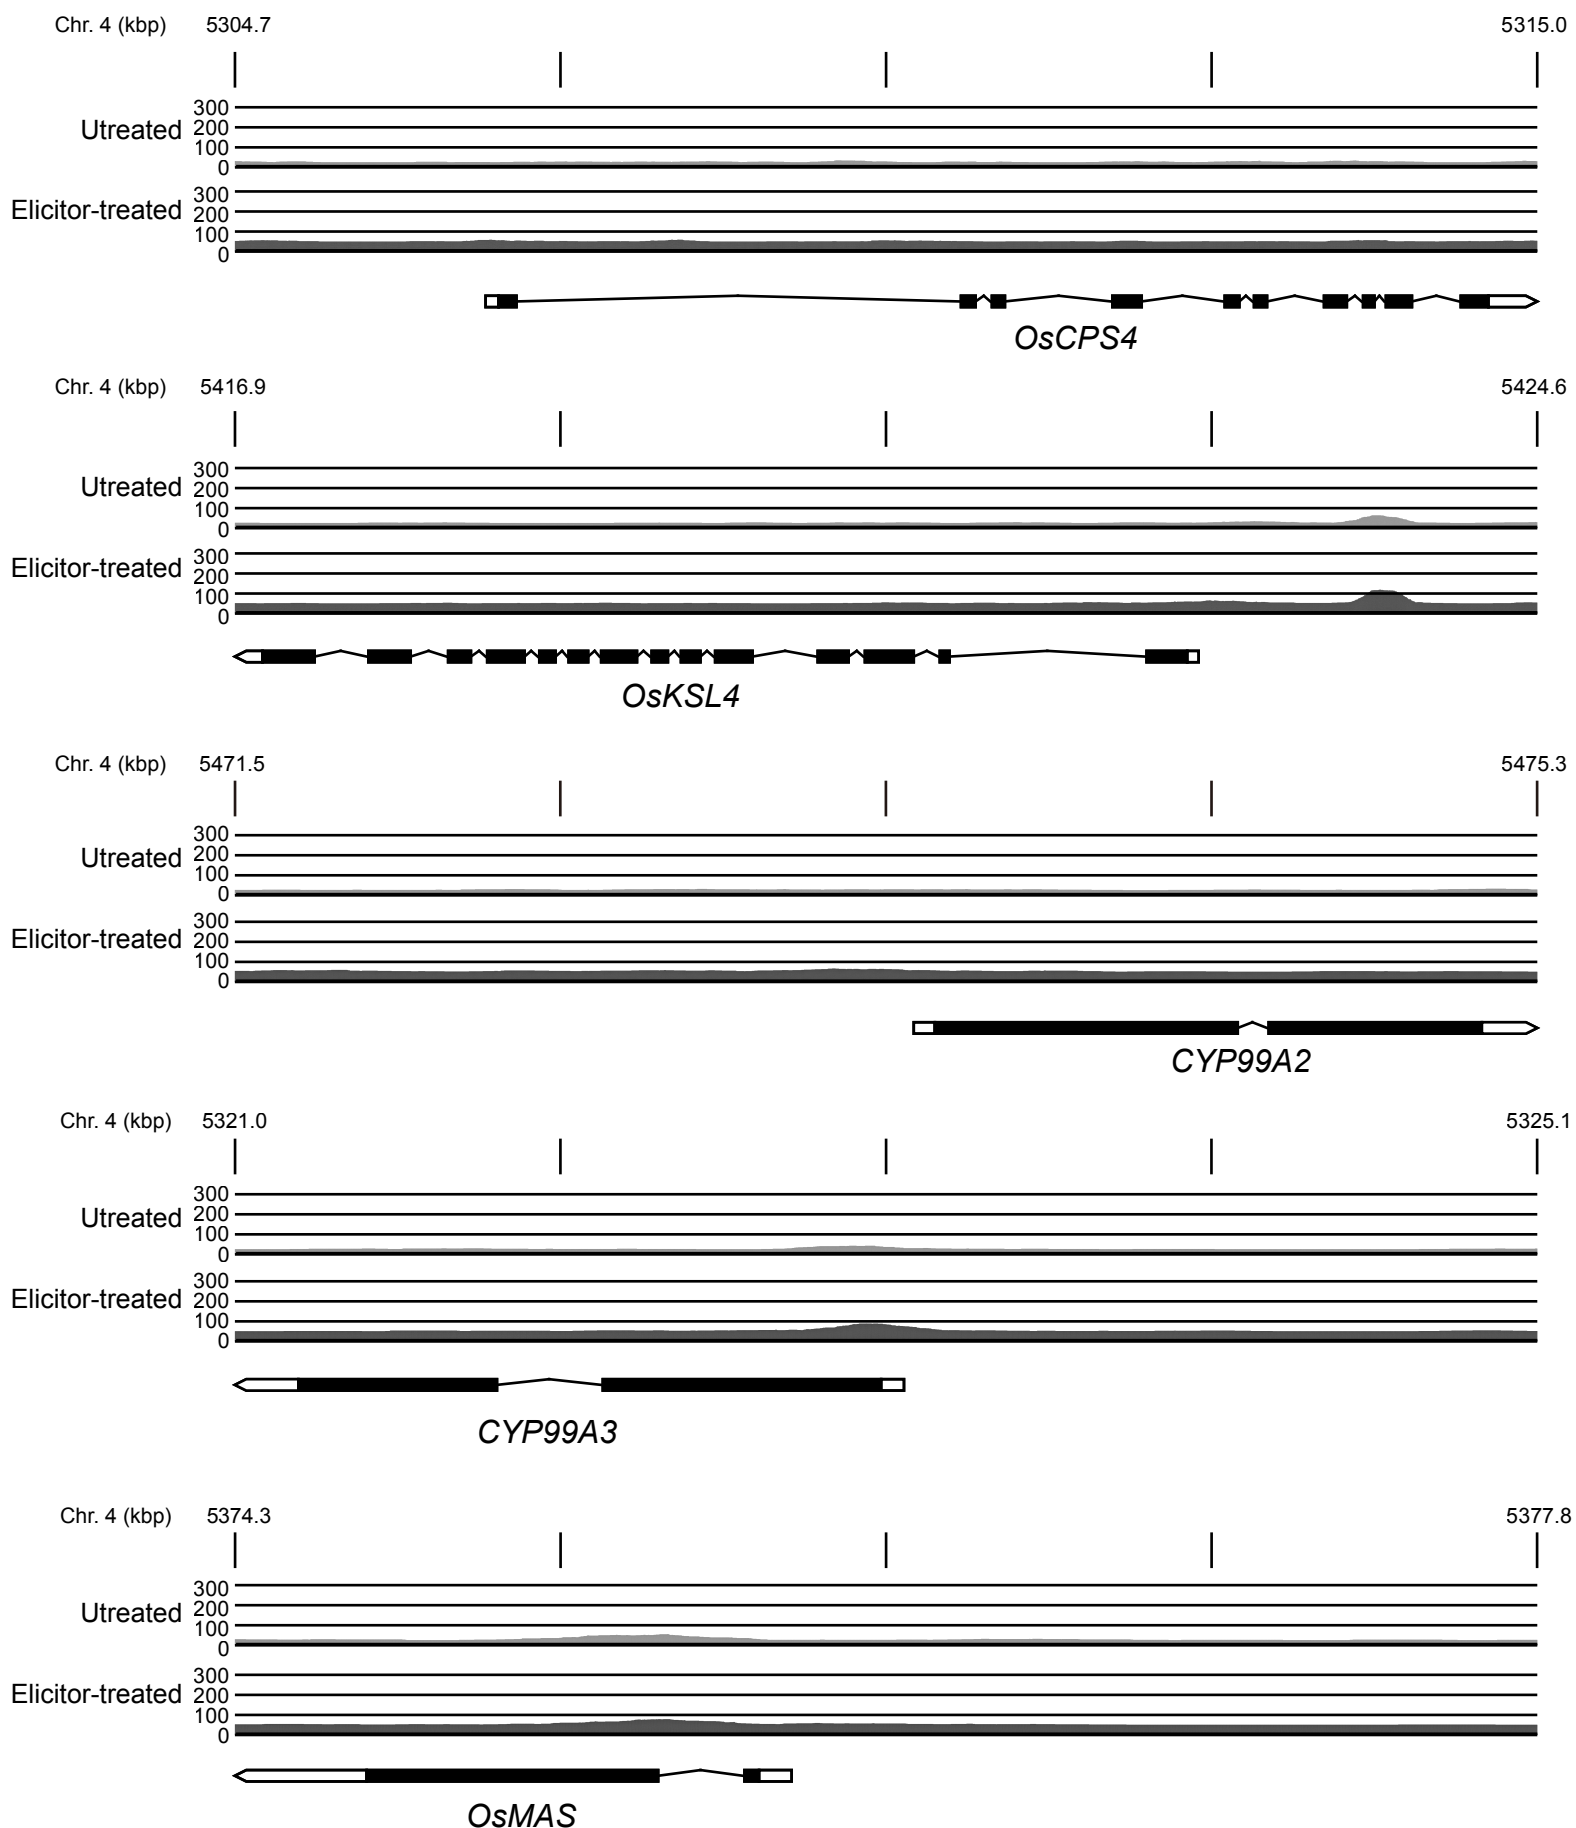

**Fig. S4.** OsTGAP1-binding regions around momilactone biosynthetic genes. The mapped ChIP-seq reads in untreated (grey) and elicitor-treated (black) conditions were visualized using Partek Genomics Suite. No binding site was detected in the 2-kbp upstream region of each gene. The gene structure of each momilactone biosynthetic gene is shown in the bottom row. Open and closed squares indicate untranslated and coding regions, respectively. Lines indicate introns.

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Figure S5 — OsTGAP1-binding regions around phytocassane biosynthetic genes.

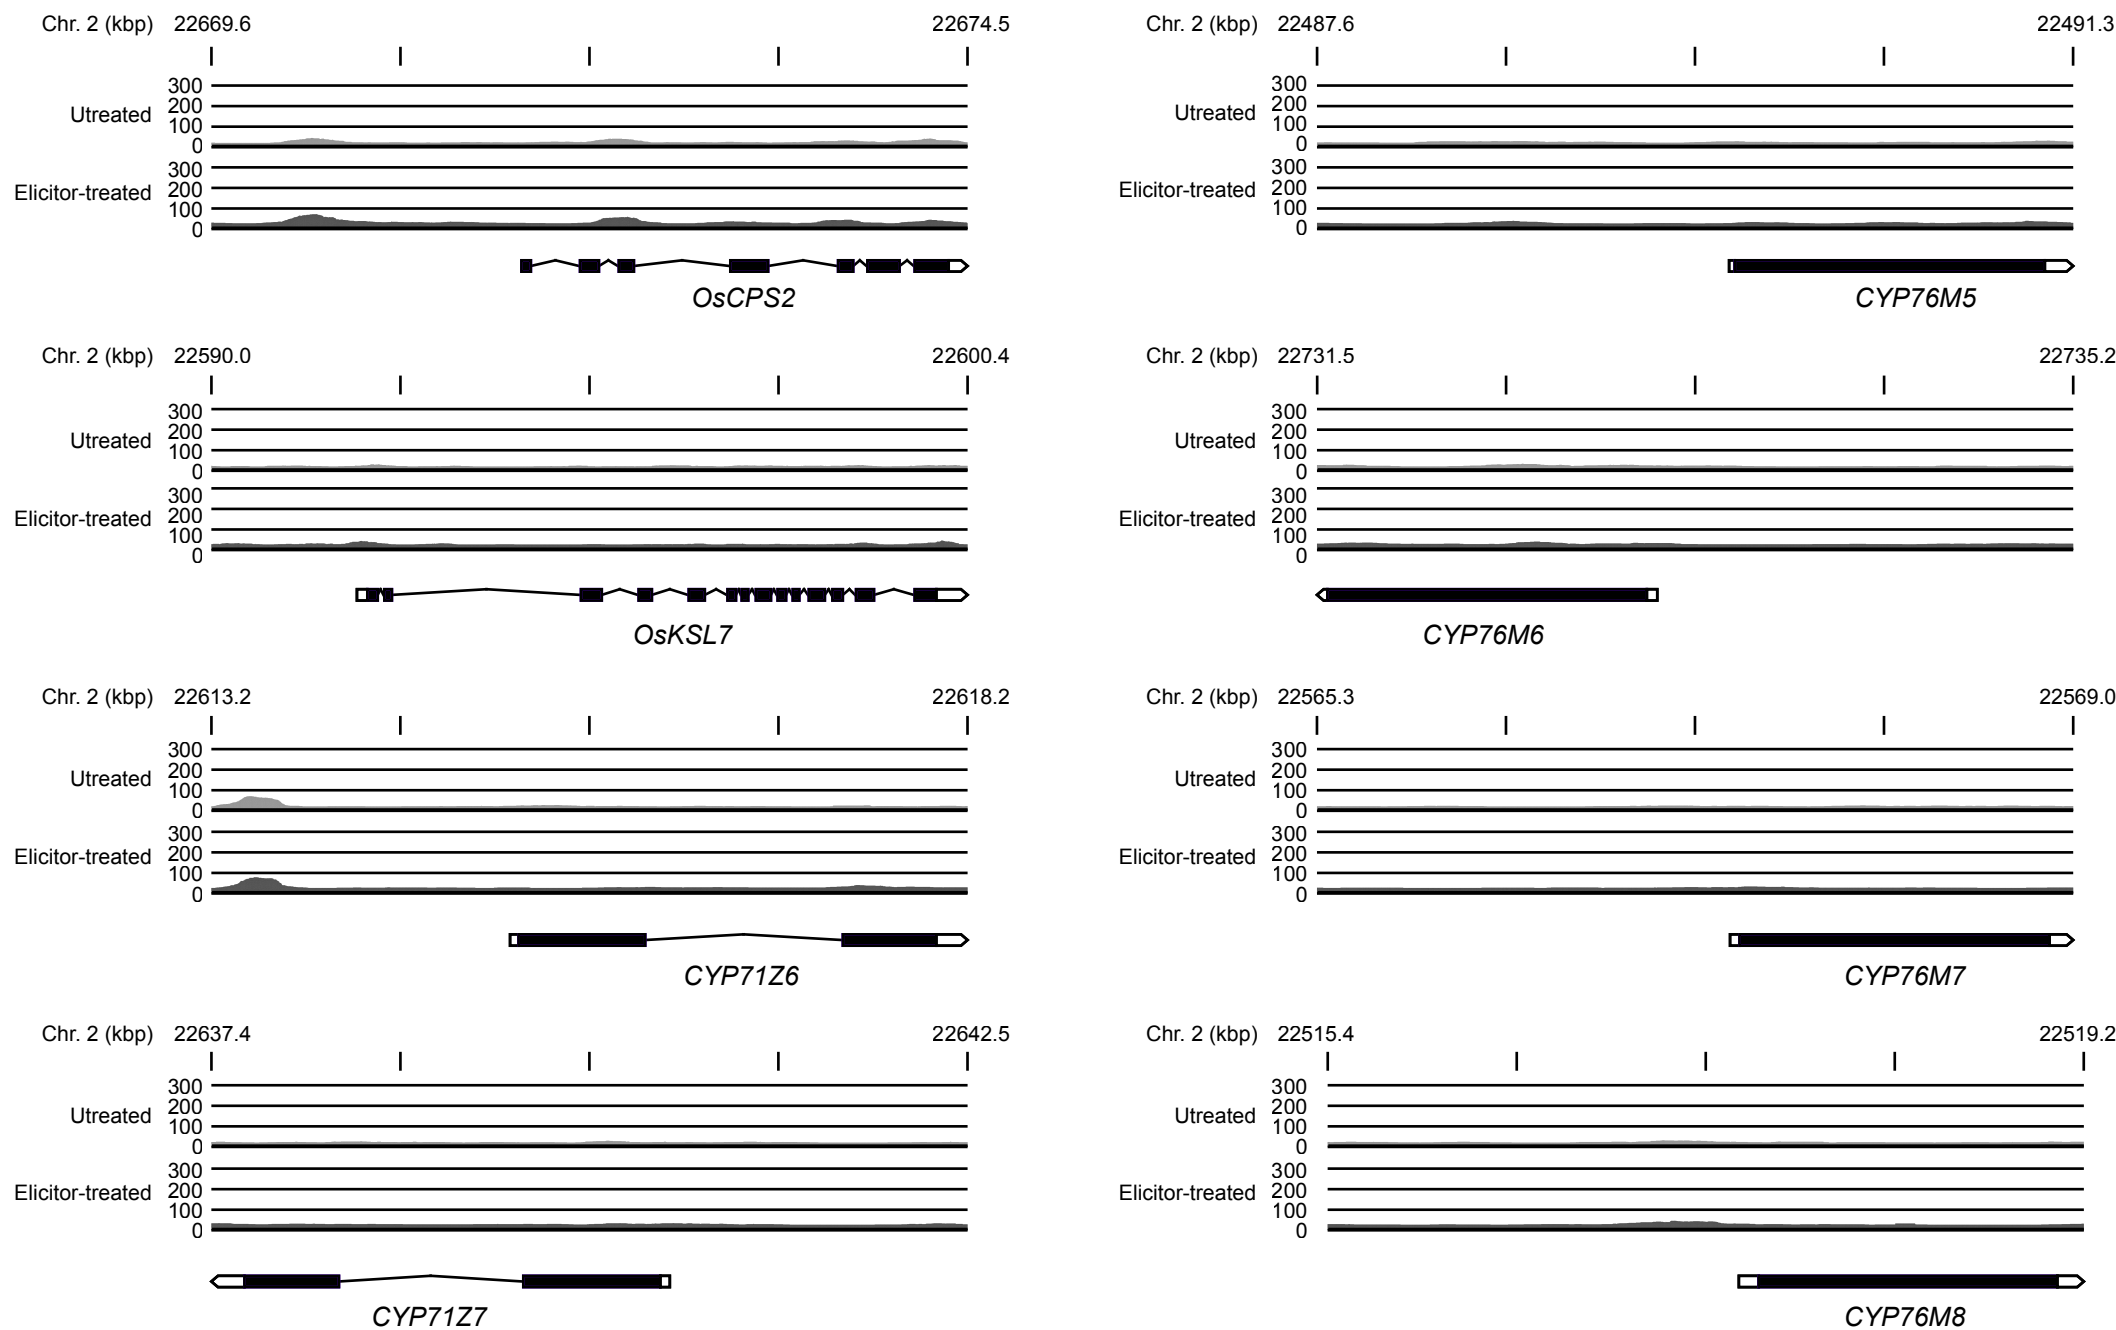

**Fig. S5.** OsTGAP1-binding regions around phytocassane biosynthetic genes. The mapped ChIP-seq reads in untreated (grey) and elicitor-treated (black) conditions were visualized using Partek Genomics Suite. No binding site was detected in the 2-kbp upstream region of each gene. The gene structure of each phytocassane biosynthetic gene is shown in the bottom row. Open and closed squares indicate untranslated and coding regions, respectively. Lines indicate introns.

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Figure S6 — Transactivation assay using the 2-kbp fragment of the OsDXS3 promoter.

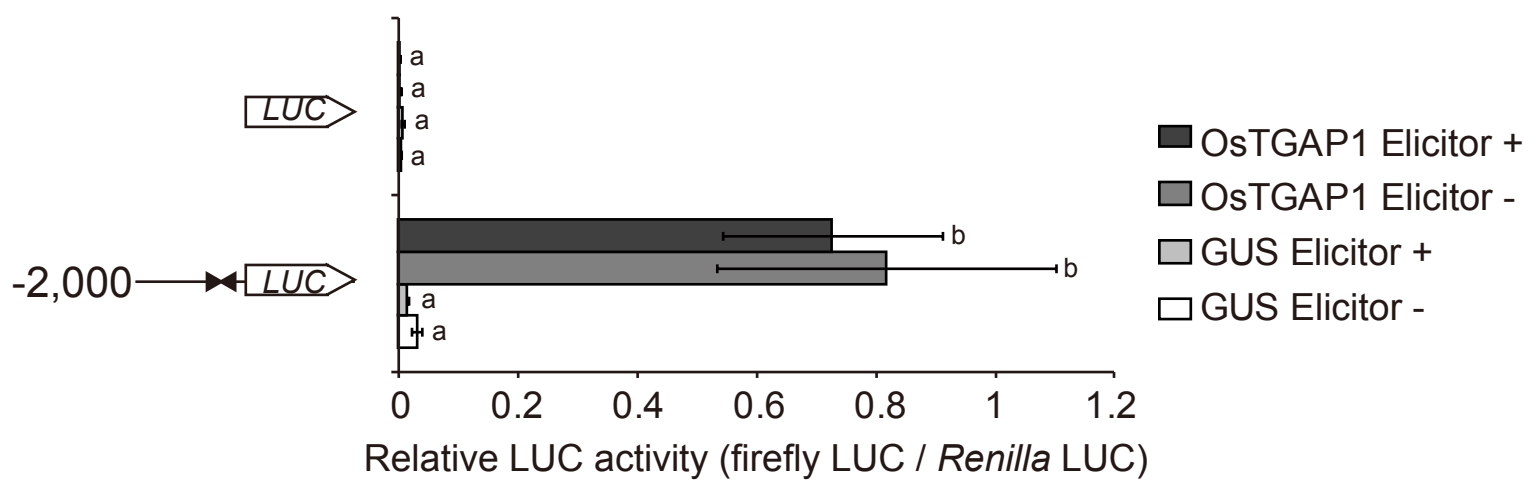

**Fig. S6.** Transactivation assay using the 2-kbp fragment of the *OsDXS3* promoter. *GUS* or *OsTGAP1* effector plasmid (1  $\mu$ g per bombardment) was used. Values indicate the relative luciferase (LUC) activities (firefly LUC / *Renilla* LUC) after 24 h incubation of rice cells with or without chitin elicitor treatment (n = 4); bars indicate the standard error of the mean. Statistically different data groups are indicated by different letters ( $P < 0.01$  by one-way ANOVA with a Tukey post hoc test).

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Table S1 — Plasmids used in this study.

**Table S1. Plasmids used in this study**

| **Plasmid** | **Plasmid design and markers** | **Reference** |
| --- | --- | --- |
| pANDA | Hm^R^, Km^R^, maize *ubiquitin* promoter, *NOS* terminator, Gateway vector | [[1](#_ENREF_1)] |
| pDONR^TM^P4-P1R | Km^R^ | Invitrogen |
| pDONR-UBQp | Km^R^, pDONR^TM^P4-P1R containing maize *ubiquitin* promoter | This study |
| R4pGWB501 | Hm^R^, Km^R^, Spc^R^, *NOS* terminator, Gateway vector | [[2](#_ENREF_2)] |
| pENTR-TGA | Km^R^, pENTR/D-TOPO (Invitrogen) containing *OsTGAP1* ORF | [[3](#_ENREF_3)] |
| R4pGWB-UBQp-TGA | Hm^R^, Km^R^, Spc^R^, R4pGWB501 containing maize *ubiquitin* promoter and *OsTGAP1* ORF | This study |
| pGL3 basic | Amp^R^, firefly luciferase gene | Promega |
| pGL3-DXS3p-2k | Amp^R^, pGL3 basic containing 2 kbp upstream region of *OsDXS3* | This study |
| pGL3-DXS3p-2k-m1 | Amp^R^, pGL3 basic containing 2 kbp upstream region of *OsDXS3*, one TGACGT sequence is mutated | This study |
| pGL3-DXS3p-2k-m2 | Amp^R^, pGL3 basic containing 2 kbp upstream region of *OsDXS3*, one TGACGT sequence is mutated | This study |
| pGL3-DXS3p-2k-m3 | Amp^R^, pGL3 basic containing 2 kbp upstream region of *OsDXS3*, two TGACGT sequences are mutated | This study |
| pGL3-DXS3p-250 | Amp^R^, pGL3 basic containing 250 bp upstream region of *OsDXS3* | This study |
| pGL3-DXS3p-250-m1 | Amp^R^, pGL3 basic containing 250 bp upstream region of *OsDXS3*, one TGACGT sequence is mutated | This study |
| pGL3-DXS3p-250-m2 | Amp^R^, pGL3 basic containing 250 bp upstream region of *OsDXS3*, one TGACGT sequence is mutated | This study |
| pGL3-DXS3p-250-m3 | Amp^R^, pGL3 basic containing 250 bp upstream region of *OsDXS3*, two TGACGT sequences are mutated | This study |
| pGL3-DXS3p-240 | Amp^R^, pGL3 basic containing 240 bp upstream region of *OsDXS3* | This study |
| pGEX-6p2 | Amp^R^ | GE healthcare |
| pDEST15-TGA | Amp^R^, pDEST15 containing OsTGAP1 ORF | [[3](#_ENREF_3)] |
| pUbi_RfA_Tnos | Amp^R^, maize *ubiquitin* promoter, *NOS* terminator, Gateway vector | [[4](#_ENREF_4)] |
| pUbi_TGA_Tnos | Amp^R^, pUbi_RfA_Tnos containing *OsTGAP1* ORF | This study |
| pUbi_GUS_Tnos | Amp^R^, pUbi_RfA_Tnos containing *GUS* gene | [[4](#_ENREF_4)] |
| pPTRL | Amp^R^, CaMV *35S* promoter-Renilla *LUC* | [[5](#_ENREF_5)] |

1. Miki D, Shimamoto K (2004) Simple RNAi Vectors for Stable and Transient Suppression of Gene Function in Rice. Plant Cell Physiol 45: 490-495.

2. Nakagawa T, Nakamura S, Tanaka K, Kawamukai M, Suzuki T, et al. (2008) Development of R4 Gateway Binary Vectors (R4pGWB) Enabling High-Throughput Promoter Swapping for Plant Research. Biosci Biotechnol Biochem 72: 624-629.

3. Okada A, Okada K, Miyamoto K, Koga J, Shibuya N, et al. (2009) OsTGAP1, a bZIP transcription factor, coordinately regulates the inductive production of diterpenoid phytoalexins in rice. J Biol Chem 284: 26510-26518.

4. Chujo T, Miyamoto K, Ogawa S, Masuda Y, Shimizu T, et al. (2014) Overexpression of Phosphomimic Mutated OsWRKY53 Leads to Enhanced Blast Resistance in Rice. PLoS ONE 9: e98737.

5. Ohta M, Ohme-Takagi M, Shinshi H (2000) Three ethylene-responsive transcription factors in tobacco with distinct transactivation functions. The Plant J 22: 29-38.

# Supplementary material for: Identification of Target Genes of the bZIP Transcription Factor OsTGAP1, Whose Overexpression Causes Elicitor-Induced Hyperaccumulation of Diterpenoid Phytoalexins in Rice Cells
**Source:** PLoS One. 2014 Aug 26;9(8):e105823. doi: 10.1371/journal.pone.0105823
**Supplement:** Table S2 — Primers used in this study.

**Table S2. Primers used in this study**

| Primer | Sequence |
| --- | --- |
| UBQp attB4　F | 5’-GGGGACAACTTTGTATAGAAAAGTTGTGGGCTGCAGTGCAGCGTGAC-3’ |
| UBQp attB1　R | 5’-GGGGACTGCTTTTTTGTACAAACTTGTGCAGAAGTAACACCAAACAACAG-3’ |
| DXS3p 2k F | 5’-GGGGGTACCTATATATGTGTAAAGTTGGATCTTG-3’ |
| DXS3p R | 5’-GGGAAGCTTTGGAGATCGACAAGCTAAGC-3’ |
| DXS3p m1 F | 5’-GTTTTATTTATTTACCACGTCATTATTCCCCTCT-3’ |
| DXS3p m1 R | 5’-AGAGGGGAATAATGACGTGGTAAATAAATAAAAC-3’ |
| DXS3p m2 F | 5’-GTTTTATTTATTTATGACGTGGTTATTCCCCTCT-3’ |
| DXS3p m2 R | 5’-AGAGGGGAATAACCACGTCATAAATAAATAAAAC-3’ |
| DXS3p m3 F | 5’-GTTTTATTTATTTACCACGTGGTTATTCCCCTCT-3’ |
| DXS3p m3 R | 5’- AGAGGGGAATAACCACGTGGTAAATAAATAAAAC-3’ |
| DXS3p 250 F | 5’-AGATCTATGACGTCATTATTCCCCTC-3’ |
| DXS3p 240 F | 5’-AGATCTTATTCCCCTCTCGCGCGCC-3’ |
| DXS3p 250 m1 F | 5’-AGATCTACCACGTCATTATTCCCCTC-3’ |
| DXS3p 250 m2 F | 5’-AGATCTATGACGTGGTTATTCCCCTC-3’ |
| DXS3p 250 m3 F | 5’-AGATCTACCACGTGGTTATTCCCCTC-3’ |
| DXS3p TGACGT F | 5’-CTCCCGCTAAAACTTGCTTG-3’ |
| DXS3p TGACGT R | 5’-TGGGAGGAGAAGCAGAGAATG-3’ |

Restriction enzyme sites are indicated by underline. Mutated sequence is indicated in red letters.

How the deposited data were processed for this re-analysis (not part of the article)

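The files cover 12 arrays of rice suspension-cultured cells, with WT cells in the Cy3 channel and OsTGAP1ox cells in the Cy5 channel, at 0, 6 and 24 h after chitin oligosaccharide at 1 ppm and with 4 biological replicates for each time point. The WT time course of the paper, the binding data and the reporter assays come from other experiments and were not analysed here.

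The authors scanned the arrays and extracted the spots with Feature Extraction, for which the deposited data give version 10.5.1.1 and the paper's methods a different version. The deposited intensity of a spot is the mean brightness of its pixels in each channel, with the median of the local background beside it and no normalization. The deposited log10 ratio of a spot is that of the processed Cy5 signal over the processed Cy3 signal, after the software's background subtraction and its linear and lowess dye normalization. The authors' series table holds the same log10 ratio for each array, with a median of 0, and differed from the scanner value by at most 0.0050.

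The values given here were computed in R 4.3.3 with limma 3.58.1. Mean intensities were corrected against the local background median by normexp with an offset of 50, fitted on all spots, and normalized by loess within each array with control spots at weight 0. Spots that the software marked as outliers in either channel were left out, and spots of a probe were averaged. The median spot intensity of an array lay between 401 and 484 in the Cy3 channel and between 747 and 920 in the Cy5 channel, over local backgrounds of 29 to 32 and 64.5 to 66.5. A probe was kept when it was well above background in the same channel on all 4 arrays of at least 1 time point, with at least 2 values per time point, which left out 9051 of 42477 probes. Locus names are those in the probe names of the array. A gene counts as called when any of its probes passes, and 127 tested probes whose names give no rice locus were not counted as genes.

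The log2 ratios of all 12 arrays entered a single fit with a coefficient for each time point. Genes were called by the moderated F test over the 3 coefficients with Benjamini-Hochberg adjustment at 0.05 and a change of at least 2-fold, the thresholds that the paper states. Ratios at a single time point were tested by limma's moderated test of that coefficient, adjusted over all tested probes, and time points were compared by contrasts of the coefficients with a difference of at least 1 in log2. The share of bound genes among those called was compared with that of the other tested genes by Fisher's exact test, two-sided. The MEP pathway genes were tested as a set by fry and camera, each gene the mean of its probes. Pearson correlations between tables or arrays are across probes. Where a channel was not above background on any array of a time point, the fold is a lower bound from the channel intensities after loess and Aquantile normalization, against the lowest signal among probes well above background, and it is open to dye bias.

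The named genes are those that the paper's text names on these arrays, and the 5 probes with the highest and the 5 with the lowest mean ratio among the 852 probes called at all 3 time points with the same sign on all 12 arrays. The values of the paper's tables had been seen when the rule was written. Medians of the momilactone and phytocassane genes were planned and not run, because no table at hand pairs the names of those cluster genes with the loci of the array, and OsKOL4 and OsTGAP1 are not reported here for the same reason.

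The fit was tested on simulated ratios with known changes, run on 33426 probes. For the moderated F test it recovered 50 of 50 probes in every group of simulated changes and called 1 unchanged probe. On simulated spots with a log2 ratio of 2, the offset left bright spots at 1.97 and shrank dim spots to 1.07.

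The alternatives were no background correction, an offset of 0, the software's log10 ratio, the series table, centring on the median in place of loess, Aquantile between arrays, other filters on dim probes, outlier spots kept, an analysis of the channels as single-colour data, the replicate number as a block, each time point fitted alone, a plain F test, a test of each time point, genes as the mean of their probes, probes as the unit, a threshold of 1.5-fold, another background for the overlap, and each array left out in turn. All were set before the data were examined, except leaving out arrays in the WT comparison. To set the calls against chance, the signs of whole arrays were flipped in 100 drawn splits. Flipping all arrays of a time point counts as no change.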

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

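The tests of single outlying arrays below were chosen after the results were seen, and so was the test of the Cy3 and Cy5 levels of the MEP pathway genes. The tests of other splits of the arrays and of the slides were set before.

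Named values, list medians and array measures such as signal and background were searched for an array that lay far from the other 3 of its time point. Chance gives such an array in about 1 of 20 groups, or 5.25 of the groups searched, and 3 were found. The mean log2 ratio of the cystatin gene Os01g0803200 was 1.15 in 6 h replicate 3 and between 1.61 and 1.70 in the other replicates. That array lay apart for 1.21% of the probes, which was less than the 1.66% of 6 h replicate 1, so an array that departs on many probes does not account for it. Os05g0367900 had a ratio of 3.91 in 6 h replicate 4 and 3.06 to 3.16 in the others, and this array lay apart for 0.72% of the probes, the lowest share of its time point. The median over the Table S9 genes was -1.31 in 24 h replicate 3 and -1.05 to -1.03 in the other arrays. That replicate lay apart for 1.02% of the probes, against 2.24% in 24 h replicate 2. No biological explanation was tested for these arrays. The number of such groups is no more than chance gives, but the median of the Table S9 genes was lowest in replicate 3 at 0 h (-0.86) and 6 h (-1.19) as well, and the cystatin gene was lowest in that replicate at 0 h (1.37), though not at 24 h. The replicate number equals the position on the slide, so that a shared position or a shared batch stays open for both.

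The ratio of OsTGAP1ox to WT differed between time points for 720 probes between 6 h and 0 h, of which 380 were higher and 340 lower at 6 h. Between 24 h and 0 h it differed for 477 probes (84 higher, 393 lower), and between 24 h and 6 h for 697 (225 higher, 472 lower). Of the 35 splits of the 8 arrays for each comparison, only the real one gave as many probes (1 of 35), and the highest of the other splits gave 0 in each, so chance can be excluded. Without 0 h replicate 4, the comparison of 24 h with 0 h gave 309 probes. Each time point has 1 slide of its own, so that the slide cannot be told apart from the time after the elicitor treatment in any of these differences.

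Among the named genes, the log2 ratio of OsDXS3 was lower at 6 h than at 0 h by a difference of -2.05 (adjusted p = 0.0024) and higher at 24 h than at 6 h by 1.24 (adjusted p = 0.028). From 6 h to 24 h the ratio also rose for OsHDS, by 1.05 for probe AK120769 and 1.01 for probe AY224457, and for OsHDR, by 1.05 for probe AK064873. The 4 probes of OsWRKY76 fell from 0 h to 6 h, with differences of -2.0, -2.91, -1.57 and -2.11 for AY323479, AK068337, AF467736 and AK059966, and from 0 h to 24 h with -1.68, -2.53, -1.40 and -1.80. DWARF AND LOW-TILLERING/OsGRAS32 rose by 1.41 from 0 h to 6 h and changed by -1.46 from 6 h to 24 h. The ratio of Os05g0367900 changed by -1.29 and that of Os10g0554800 by 1.12 from 0 h to 6 h. The largest adjusted p among these differences was 0.033, from limma's contrasts.

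For the MEP pathway genes, the Cy3 level of the 7 genes rose from 0 h to 6 h by a median of 3.47 in log2 and the Cy5 level by 2.95, with a rise in 7 of 7 genes in each channel. A lower ratio at 6 h is by arithmetic a larger rise in Cy3 than in Cy5, so these levels do not tell why the ratio was lower. On these arrays alone, the elicitor treatment and the slide cannot be told apart as the origin of the rise. The paper cites earlier work in which the elicitor induced the MEP pathway genes in cultured rice cells.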

How the results depend on the processing

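Leaving out arrays in the comparison of WT levels was chosen after the data were seen, and the other alternatives before. With arrays left out in turn, the overlap with bound genes and the MEP pathway set stayed on their side of the threshold. Genes called up ranged over 826 to 906 at 0 h, 850 to 930 at 6 h, 604 to 764 at 24 h and 1308 to 1380 at any time point, and genes called down over 588 to 675, 555 to 685, 777 to 907 and 1172 to 1251. Bound genes ranged from 62 to 65 for those called up (Fisher's exact test, p from 2.0e-08 to 6.7e-07) and from 26 to 30 for those called down. Probes that differed between time points ranged from 612 to 834 (6 h and 0 h), from 309 to 550 (24 h and 0 h, where 309 without 0 h replicate 4 is under the value of 477 by more than 1.5 times) and from 618 to 736 (24 h and 6 h). The medians of the MEP pathway genes ranged from 0.21 to 0.28, from -0.03 to 0.18 and from 0.77 to 0.90 at 0, 6 and 24 h. WT probes ranged from 2413 to 2672 and 1631 to 1965 (higher and lower at 6 h) and from 1237 to 1359 and 108 to 139 (at 24 h).

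In place of the intensities, the log10 ratio of the scanner software gave 1383, 1498, 1192 and 2164 genes up and 1277, 1300, 1485 and 2082 down (0, 6, 24 h and any time point), and 1291, 852 and 1056 probes that differed between 6 and 0 h, 24 and 0 h, and 24 and 6 h. The series table gave 1383, 1498, 1193 and 2164 up, 1275, 1300, 1485 and 2081 down, and 1292, 851 and 1056 probes. Treating the channels as single-colour data gave 1406, 1485, 1182 and 2152 up and 1259, 1290, 1450 and 2042 down. Under each of these 3 settings 34 bound genes were called down, a share below that of other genes (Fisher's exact test, p = 0.019, 0.019 and 0.027, against 0.846 in the values given at the claim), so that a deficit of bound genes among those called down depends on the setting. An offset of 0 gave 992, 975 and 1247 genes down at 0, 6 and 24 h. Requiring both channels above background on all arrays tested 27535 probes and gave 404, 368, 473 and 736 genes down. At 1.5-fold, 1873, 2092, 1556 and 2925 genes were up, 1664, 1745, 1989 and 2889 down, 128 and 61 bound genes were up and down, and 2031, 1408 and 1826 probes differed between time points. Counting probes gave 95 and 41 for the bound genes. The cause of these changes was not tested, apart from the fold threshold, the smaller number of probes tested and the counting unit, which act by construction, and the offset, which is taken up under the other observations.

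The share of bound genes among those called up stayed above that of other genes under all settings tried. Under the offset of 0 and the log10 ratio, 1327 and 1324 of the 1329 genes called up and 1203 and 1203 of the 1204 called down were still called.

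Centring each array on its median moved the median of all probes to 0.15 at each time point, and the values under it are relative to that shift. It kept 1254 of the genes called up and 968 of those called down, and raised the share of calls that were up from 52.5% to 57.3%. It gave the MEP pathway genes a median of 0.43 at 6 h, and fry, a rotation test in limma, passed its threshold there. With it, 11 values of named genes whose adjusted p passed 0.05 with or without it changed sign. OsDXS2 probe AK121920 became 0.11, 0.15 and 0.18 at 0, 6 and 24 h, OsDXR probes AF367205 and AK059692 0.37 and 0.38 at 6 h, and OsCMK 0.18 at 6 h. OsPLDbeta1 probe AK073012 became 0.22 at 0 h, AK108768 -0.30, -0.19 and -0.30 at 0, 6 and 24 h, and AK121075 0.066 at 24 h. Part of these changes is the shift itself, since AK121920 at 0 h and 6 h and AK121075 at 24 h stayed below the median of all probes.

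For the WT levels, the processed Cy3 signal against its 75th percentile gave 2671 probes lower at 6 h, 2164 higher at 24 h and 245 lower at 24 h.

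For samples of the same replicate number, the correlation of their deviations ranged from -0.07 to 0.45 over 12 pairs (median 0.28), against -0.45 to 0.24 for 36 pairs of other numbers (median -0.07). Not every pair deviated together, so the number was not taken as a pairing. The position of an array on its slide equals the replicate number on all 12 arrays, and a shared position or batch stays open for the higher median. With the replicate number as a block, 1330 genes were up and 1205 down at any time point, 744, 519 and 731 probes differed between time points, and the medians of the MEP pathway genes stayed 0.24, 0.06 and 0.84. At 0 h, the block also took OsWRKY76 probes AK068337 and AF467736 past the threshold, with an adjusted p of 0.0074 and 0.030 from limma and a change under 2-fold. Aquantile between arrays changes no log2 ratio and tests nothing here.

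Of the other values of named genes, 13 lost and 31 gained significance under an alternative and 1583 did neither, and with arrays left out 26 lost, 7 gained and 1623 did neither. Probes with a dim channel carry less information, since the offset pulls their ratios toward 0.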

Differences from the paper's values

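The paper gives 1352, 1539 and 1267 genes up at 0, 6 and 24 h and 2268 at any time point, and 865, 887, 652 and 1329 were called here. For genes down, the paper's 1278, 1387, 1624 and 2276 compare with 632, 605, 814 and 1204. All 8 pairs differ by more than 1.5 times. Among the alternatives set before the data were examined, the log10 ratio of the scanner software, the series table, the offset of 0, single-colour data and the 1.5-fold threshold bring every one of them within 1.5 times. Counting probes does so for all the numbers up and the total down, and centring on the median for the numbers up. No background correction, the Aquantile, filter and outlier settings, the plain F test, the test of each time point, each time point fitted alone, genes as the mean of their probes and the replicate block do not.

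Of the 81 tested genes of Table S8, 60 were called here, and 80 with the log10 ratio of the software or the series table, 79 as single-colour data, 73 at 1.5-fold, 69 with an offset of 0 and 63 with centring on the median. Of the 36 genes of Table S9, 27 were called, and 33 with the log10 ratio, the series table or single-colour data and 32 with an offset of 0 or at 1.5-fold. Centring on the median called 20 of them, and requiring both channels above background on all arrays called 22, and 58 of the genes of Table S8.

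The 69 folds of named genes compared with the paper's supplementary tables do not differ by this measure, with a ratio of the value here to the paper's between 0.69 and 1.36.

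The paper lists OsPLDbeta1 as lower in OsTGAP1ox cells. Its 4 tested probes ran between -0.17 and 0.11 in log2. The lowest value, at 24 h, is in the paper's direction with an adjusted p of 0.032. None of these 4 probes was called under the alternatives run for the listed loci. The probe that the paper's table holds was left out as dim. Without the filter on dim probes it had -0.23 at 6 h (adjusted p = 0.0021 from limma), in the paper's direction but under the fold threshold. That run kept the offset, which shrinks dim ratios. The offset of 0, the log10 ratio, the series table and single-colour data were run with the filter, which leaves this probe out. These runs therefore cannot decide whether the paper's listing of this probe holds. The paper also lists OsWRKY76 among the genes up. It was called down only, and was called up as well with an offset of 0, the log10 ratio, the series table, single-colour data, 1.5-fold and without 0 h replicate 3. The paper describes OsDXS1 as unchanged, and 1 probe rose by 0.79 in log2 at 24 h (adjusted p = 2.5e-05), while the paper's own fold for that probe in Table S10 is 1.74. The other 3 probes were dim.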

Other observations

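The tests of the other probes of a gene, of the offset and of the Cy3 and Cy5 levels of the terpene loci were chosen after the results were seen, and the tests of brightness and of other splits of the arrays were set before.

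The genes called up or down at any time point numbered 2529. In 100 splits with the signs of arrays flipped, the real one was the only one to reach that number (1 of 100), and the highest other gave 1993, so chance can be excluded. The 90 bound genes called were reached by the real split only (1 of 100), against 75 in the highest other. A drawn split can leave all arrays of a time point unflipped, so 1993 and 75 are not chance levels. The bound genes are a part of the genes called, so their number in these splits does not test the binding. At single time points, 1497, 1492 and 1466 genes were called at 0, 6 and 24 h, where the highest other of 8 splits gave 273, 243 and 398. The splits alone cannot exclude chance (1 of 8 each). Each time point fitted alone still gave 863, 886 and 648 genes up and 628, 606 and 812 down. On simulated ratios of 33426 probes, that fit made 2 calls on unchanged probes over the 3 time points. Arrays of the same time point correlated between 0.81 and 0.92. These values argue against chance for most of the calls.

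Bound genes lay on brighter probes, with a median mean log2 intensity of 10.9 against 10.2 for other genes, so brightness could raise the number called up. Lists matched in brightness were drawn 10000 times from all tested genes, bound genes included. The upper limit of their central 95% was 43 genes up and the highest count 56, against 63 bound genes. Brightness therefore does not account for the number called up. For genes called down, 43.9% of such lists held as many as the 27 bound genes, and their median was 26. Without matching, bound genes were called down about as often as the other genes. In these calls there was thus no difference for brightness to explain. The matching was not run under the settings that gave a deficit of bound genes called down, so brightness stays open there.

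A dye bias of single probes may lie behind a ratio that has the same sign at all time points, as no dye swap was made. Among 644 genes with a probe that was called in the same direction at 0, 6 and 24 h, 83 had another tested probe with no 15 bases in common, and in 80 of them (96.4%) it had the same sign, against 50.0% for a random probe. A bias of single probes does not account for the sign in those 80 genes, and it stays open where the other probe did not share the sign. In 52 of the 83 genes the other probe had a mean change of at least 2-fold in the same direction. A bias in the size of the change was not tested. For the other 561 genes no such probe was tested, and the bias stays open.

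The number of genes was lower here than in the paper, and the offset, which shrinks dim ratios, is a candidate explanation. The legend of Figure S3 names the one-colour method, which is another candidate. Treating the channels as single-colour data gave 2152 genes up and 2042 down. The parts of the offset and of that method were not separated. Of the 1845 loci of Tables S6 and S7 not called here, 1388 were tested, and 826 of these (59.5%) were called with the offset at 0. The offset therefore remains an explanation for most of the tested loci, while 562 of them were not called at that setting either. With the log10 ratio of the software 97.0% of the tested loci were called. The other 457 loci had no tested probe, and the offset of 0 was not tried on them. At the offset of 50, leaving out the filter on dim probes gave 1330 genes up and 1205 down, so that the filter alone does not keep them from being called, and the part of the offset stays open for them.

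The Cy3 channel alone shows the response of WT cells, with 2554 probes higher and 1778 lower at 6 h than at 0 h, and 1270 and 113 at 24 h. The sum of 4332 probes at 6 h and 1383 at 24 h was reached only by the real split of 35 (1 of 35), with 3 and 0 in the highest others, so chance can be excluded, but each time point has a slide of its own. Counted by sign alone, 56 of 76 genes of Table S8 with a level were higher at 6 h than at 0 h, and 61 at 24 h. The medians were 0.49 and 0.46 in log2. Past the threshold, 24 of these genes were higher and 7 lower at 6 h, and 19 and 0 at 24 h. Of 36 genes of Table S9, 27 and 29 were higher by sign, with medians of 0.45 and 0.57. Here 11 genes passed as higher and 5 as lower at 6 h, and 8 and 1 at 24 h.

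The array describes 28 loci as a terpene synthase or a copalyl diphosphate synthetase, and 10 were tested. The list was chosen after the values of the paper's tables were seen. Their median log2 ratio was 0.21 at 0 h, -0.10 at 6 h and 0.29 at 24 h, with 4 loci called up at 0 h and 24 h and none at 6 h. The ratio of Os04g0179700 was 2.30 ± 0.92 (SD, n = 4), 0.42 ± 0.39 and 2.99 ± 0.44, and that of Os02g0571100 3.19 ± 0.80, -0.11 ± 0.41 and 2.30 ± 0.49. Os04g0611800 had -0.83, -0.87 and -0.60. From 0 h to 6 h the Cy3 level rose by a median of 1.91 and the Cy5 level by 1.03. The Cy3 level rose in 7 of the 10 loci and the Cy5 level in 6. In 6 loci the Cy3 rise was the larger. These levels restate the lower ratio at 6 h and do not tell its origin. The slide stays open as well.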
